# Chromatin context shapes DNA damage formation and nucleotide excision repair dynamics in *Caenorhabditis elegans*

**DOI:** 10.1093/nar/gkaf1080

**Published:** 2025-11-04

**Authors:** Cansu Kose, Cem Azgari, Laura A Lindsey-Boltz, Ogün Adebali, Aziz Sancar

## Abstract

DNA damage formation and repair are influenced by the genomic landscape, yet how chromatin and transcriptional activity shape these processes at a whole-organism scale remains incompletely understood. Using *Caenorhabditis elegans*, a widely used model organism to study DNA repair and related processes, we present comprehensive, time-course maps of ultraviolet-induced DNA damage and excision repair, revealing how chromatin context and transcription dictate the spatiotemporal patterns of damage and repair. Of the two repair pathways—global repair and transcription-coupled repair—global repair predominates, removing the majority of the lesions; and notably, (6–4) photoproducts are removed by transcription-coupled repair at an extent comparable to cyclobutane pyrimidine dimers, a feature not previously observed in animals. Integration of damage and repair profiles with chromatin features reveals that, despite non-uniform damage formation, repair efficiency is the primary determinant of residual damage. Finally, repair around accessible regions exhibit nucleosome-size periodicity, reflecting underlying nucleosome architecture. Together, these findings establish *C. elegans* as a valuable model organism for interrogating damage formation and repair within a chromatin context and reveal species-specific features that broaden our understanding of DNA repair mechanisms across metazoans.

## Introduction

All living organisms, from bacteria to humans, must preserve genome integrity and have evolved mechanisms to repair DNA damage. Nucleotide excision repair (hereafter referred to as excision repair) is a critical pathway that removes bulky lesions such as ultraviolet (UV)-induced (6–4) photoproducts [(6–4)PPs] and cyclobutane pyrimidine dimers (CPDs). In humans, mutations in excision repair genes lead to a broad spectrum of symptoms, including UV sensitivity and increased cancer risk. The excision repair mechanism is highly conserved and proceeds through a stepwise process: (1) lesion recognition, (2) dual incisions flanking the damage, (3) release of the damaged oligonucleotide, and (4) repair synthesis and ligation [1]. Two distinct subpathways of excision repair have been characterized: global repair and transcription-coupled repair (TCR). In global repair, DNA lesions are detected by a set of damage-sensing factors, including XPC, RPA, XPA, and the TFIIH complex, which contains the XPB and XPD helicases [1, 2]. Once the damage is recognized, XPF and XPG endonucleases make incisions 5′ and 3′ to the damage, respectively, releasing a ∼26–30 nucleotide-long oligonucleotide containing the lesion [3–5]. DNA polymerase and ligase then complete the repair synthesis and sealing steps [6–8]. In TCR, RNA polymerase II (RNAPII) that has stalled at a lesion on the transcribed strand is recognized by CSB, CSA, and UVSSA. Displacement or degradation of RNAPII and other factors occur in coordination with TFIIH entry. This leads to the recruitment of XPA, RPA, XPG, and XPF to damage site, bypassing the need for XPC. The remaining steps, including dual incision and repair synthesis, mirror those of global repair [9–12].

UV radiation is a major environmental factor that induces DNA damage in living organisms. Upon absorption by DNA, UV photons directly trigger the formation of bulky photolesions, primarily CPDs and (6–4)PPs, which distort the DNA double helix and interfere with vital cellular processes such as replication and transcription. Although CPDs and (6–4)PPs are substrates of both excision repair pathways, the relative contribution of TCR to their processing varies among species. In humans and *Drosophila melanogaster*, TCR plays a significant role in the processing of CPDs, whereas removal of (6–4)PPs by TCR is not detectable unless global repair is perturbed [13, 14]. In contrast, *Arabidopsis thaliana* and *Saccharomyces cerevisiae* display prominent TCR of both CPDs and (6–4)PPs, although TCR of (6–4)PPs is markedly less [15, 16]. The relative difference in lesion processing is largely attributed to the greater DNA helix distortion caused by (6–4)PPs, which enhances their detection by global repair mechanisms, whereas CPD detection is facilitated by detection by RNAPII [17].

Our understanding of how DNA damage forms and is repaired in the context of the cellular environment, where DNA is constantly being transcribed, replicated, and packaged into higher order structures, remains incomplete. Although lesion formation itself is largely dictated by sequence and other chemical properties, prior studies have shown that the efficiency of excision repair varies considerably across chromatin landscapes [18–20]. For example, bulky DNA adducts tend to be repaired more rapidly in open chromatin regions, such as active promoters and strong enhancers, while repair is markedly slower in repressive or heterochromatic domains [19, 21–24]. Additionally, work in yeast, humans, and flies has demonstrated that rotational positioning of DNA around nucleosomes leads to preferential damage formation with ∼10 bp periodicity [24–26]. Yet, the nucleosome structure itself presents a physical barrier to repair, reducing incision efficiency and access to repair machinery.

Nucleotide excision repair has been studied in *Caenorhabditis elegans* since the 1980s [27, 28]. Most core components of the mammalian repair machinery are conserved in *C. elegans*, including XPA, XPB, XPC, XPD, XPF, XPG, CSB, CSA, and UVSSA [29–34]. However, the kinetics of UV-induced DNA damage repair in *C. elegans* differ from those observed in other metazoans [28]. Notably, CPDs and (6–4)PPs are removed with similar efficiency, unlike in humans where (6–4)PPs are removed much faster than CPDs [28, 35]. Supporting this observation, recent analyses of UV-induced mutational signatures in *C. elegans* have suggested that these signatures may be attributed to both CPDs and (6–4)PPs, consistent with their similar rates of repair [36]. Moreover, the contribution of excision repair to UV survival in *C. elegans* is developmentally regulated: global genome repair predominates in germ cells and embryos, whereas transcription-coupled repair becomes more critical for survival during larval and adult stages [32]. Despite these insights from mutational and survival studies, direct analysis of DNA repair activity in *C. elegans* has remained largely unexplored.

Here, we have generated high-resolution, genome-wide maps of (6–4)PP and CPD damage and repair in L1-stage *C. elegans* using two methods providing single nucleotide resolution called Damage-seq and eXcision Repair-seq (XR-seq), respectively. In short, Damage-seq is performed by capturing and sequencing sites where DNA polymerase stalls at damage lesions, whereas XR-seq is performed by capturing and sequencing the actual damage-containing oligos removed during excision repair. Unexpectedly, results from both methods revealed that (6–4)PPs and CPDs are repaired to similar extents by both TCR and global repair. Comparative profiling of damage and repair dynamics in wild-type, *csb-1* (TCR-deficient), and *xpc-1* (global repair-deficient) strains shows that global repair is the dominant repair pathway. Integration of the damage and repair maps with chromatin features, including H3K4me1, H3K4me3, H3K36me3, and H3K27me3, revealed that chromatin accessibility strongly predicts repair efficiency across all genotypes, albeit with distinct spatial patterns. While damage formation varies modestly across chromatin landscapes, we find that repair distribution more strongly determines residual damage. Finally, we observed a striking periodicity in early repair and late damage signals around strong ATAC-seq peaks, consistent with nucleosome phasing shaping the landscape of excision repair. Interestingly, while both CPDs and (6–4)PPs exhibit a 10 bp periodicity in damage formation within nucleosomal DNA, this pattern is retained during repair only for CPDs. In contrast, (6–4)PP repair lacks such periodicity, revealing a fundamental divergence, not only in how chromatin architecture modulates damage recognition and processing but also in how different photoproducts may differentially perturb nucleosome structure and accessibility. Together, our study positions *C. elegans* as a robust *in vivo* system for investigating excision repair within chromatin contexts and reveals species-specific features that refine our broader understanding of UV damage processing in metazoans.

## Materials and methods

### Biological resources

The *C. elegans* wild-type (N2), *csb-1* (RB1801), *xpc-1* (TG2226), and *xpa-1* (ok698) strains were obtained from the *Caenorhabditis* Genetics Center and were cultured under standard conditions at room temperature on nematode growth media (NGM) agar plates with *Escherichia coli* strain OP50.

### Excision assay

Excision assay performed as previously described [37]. Briefly, eggs were collected from adult animals by hypochlorite treatment and kept in M9 buffer at 22°C for 16 h with gentle rotation. Arrested L1 larvae were placed on NGM agar plates with OP50, fed for 3–4 h, then transferred to new NGM agar plates without bacteria and exposed to 4 kJ/m^2^ of UVB or 100 J/m^2^ UVC. After irradiation they were transferred to the plates with OP50. At the indicated repair times, worms are collected in and washed three times with M9 buffer and then, the pelleted worms were then incubated for 2 h at 62°C with 450 μl of Worm Hirt Lysis Buffer (0.15M Tris pH 8.5, 0.1M NaCl, 5mM EDTA, 1% SDS) and 20 μl of Proteinase K (NEB, cat. no. P8107S). Subsequently, 120 μl of 5M NaCl was added, and the mixture was inverted to ensure proper mixing, followed by an overnight incubation and 1 h centrifugation at 4°C. The supernatant was treated with Ribonuclease A (Sigma–Aldrich, cat. no. R4642) and Proteinase K. Next, DNA was precipitated using phenol-chloroform extraction and ethanol precipitation, dissolved in TE and incubated with anti-(6–4)PP (Cosmo Bio, cat. no. CAC-NM-DND-002) or anti-CPD (Cosmo Bio, cat. no. CAC-NM-DND-001) antibodies at 4°C overnight. Antibody-bound excised products were isolated, 5′ end (γ-[^32^P] ATP) radiolabeled and separated on 10 or 12% denaturing sequencing gel.

### XR-seq

Purified excised oligonucleotide containing either (6–4)PP or CPDs were processed for XR-seq assay, as described in [38, 39]. In brief, excised oligonucleotides were ligated to the adaptors, purified with the antibody used in the first purification, and DNA damage was reversed by either (6–4)PP or CPD photolyase. After PCR amplification, the library was sequenced with either Illumina HiSeq 4000 or NextSeq 2000 platforms.

### Damage-seq

L1 larvae were irradiated with 4 kJ/m^2^ UVB and collected in M9 buffer at indicated repair times. Worms were washed three times with M9 buffer and then genomic DNAs were isolated with QIamp DNA Mini Kit/tissue protocol and processed as described previously [21]. For naked DNA control Damage-seq, genomic DNA is irradiated after isolation from wild-type *C. elegans*. Ultrasonic fragmented genomic DNAs were purified using an equal volume of HighPrep PCR beads (MagBio). Purified DNA (∼1 µg) was used for end-repair and dA-tailing and adaptor ligation (NEBNext Ultra II DNA Library Prep Kit) following manufacturer’s instructions. Following purification of damage-containing DNA fragments with either anti-(6–4)PP (Cosmo Bio, cat. no. CAC-NM-DND-002) or Anti-CPD (Cosmo Bio, cat. no. CAC-NM-DND-001), the DNA was primer extended in the presence of 30 pmol Bio3U (biotin elongation primer. Next, undamaged DNA strands were captured by 20 pmol (2 µL) of SH oligo. DNAs were purified using phenol-chloroform extraction and ethanol precipitation. The DNA was then ligated to a second adaptor ligation using T4 DNA ligase HC (Thermo) at 16°C overnight. After quality check, the DNA samples were purified with HighPrep PCR beads, and ligated DNAs were PCR amplified by NEBNext Ultra II PCR Master Mix with NEBNext Multiplex Oligos for Illumina (New England Biolabs). The PCR libraries were purified with HighPrep PCR beads. Libraries were sequenced by an Illumina NextSeq2000P2 with 50-bp paired-end read.

### RNA-seq

Total RNA extracted from *C. elegans* with the protocol described in [40]. Briefly, L1 stage wild-type, *csb-1* and *xpc-1 C. elegans* were collected in M9 and washed until the supernatant was clear, followed by incubation with TRIzol and chloroform. After centrifugation at 14 000 g for 15 min at 4°C, the aqueous phase was mixed with an equal volume of isopropanol. Following centrifugation, the RNA pellet was washed several times and then resuspended in RNase-free water. Quality control, followed by stranded and poly(A) enriched library preparation and sequencing, was performed by Novogene.

### Slot blot

L1 larvae were irradiated with 75 J/m^2^ of UVB in NGM agar plates without bacteria. After treatment, worms were transferred back to the plates with *E. coli* and collected in M9 buffer at indicated time points. Worms were washed with M9 buffer three times. Genomic DNAs were isolated with Qiamp DNA Mini Kit/tissue protocol. For (6–4)PP slot blot 250 ng and for CPD slot blot 150 ng of DNA for each sample were loaded into a well of a slot blot apparatus. DNA was transferred to a membrane the membrane was dried in a vacuum oven at 80°C for 90 min and then blocked at room temperature for 1 h with 5% milk in 1X PBS with 0.1% Tween (PBS-T). Later, the membrane was washed with PBS-T three times, 5 min each, and then incubated with anti-CPD (Cosmo Bio Co., Ltd; NM-DND-001) or anti-(6–4)PP (Cosmo Bio Co., Ltd; NM-DND-002) antibodies at 4°C overnight. Membranes were washed with PBS-T as described above, and then incubated in secondary antibody, Rabbit-anti-mouse IgG (Abcam, cat. No. ab46540), at room temperature for 1 h. After washing as described above, membranes were developed using the Bio-Rad Western ECL Kit and imaged using the Bio-Rad ChemiDoc™ MP Imaging System. Following three washes in PBS-T, membranes were incubated with SYBR Gold (Thermo Fisher) at a 1:10 000 dilution in PBS-T to visualize and quantify total DNA loaded in each lane. Band intensities were quantified using Image Lab Software v6.1.0 (Bio-Rad). For each sample, the signal was first normalized to the SYBR Gold signal to account for DNA loading, and then further normalized to the initial damage. Statistical analyses and plotting were performed in GraphPad Prism 10 using one-way ANOVA with Geisser-Greenhouse correction, followed by Tukey’s multiple comparisons test.

## Bioinformatic analyses

### Adaptor trimming, removal of PCR duplicates, and alignment

XR-seq reads were trimmed to remove adaptor sequences by Cutadapt [41], and then duplicated reads were removed by fastx_toolkit / 0.0.14 (hannonlab.cshl.edu/fastx_toolkit/index.html). Trimmed reads were aligned to the C. *elegans* (ce11 ENSEMBL (Wbcel235, Gen Bank assembly accession: GCA_000002985.3) genomes using Bowtie2 with arguments -f -very-sensitive [42].

We only kept reads that: (i) have mapping quality greater than 20; (ii) are from chromosome I, II, III, IV, V, and X; and (iii) are of length 21–28 nt for downstream analysis after plotting nucleotide distribution and read length distribution of all mapped reads. Two biological replicates of each sample were merged for the following analysis.

For Damage-seq, reads containing the adaptor sequence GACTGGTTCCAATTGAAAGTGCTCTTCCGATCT were removed, as they are from undamaged strand, with cutadapt –discard-trimmed. Remaining reads were aligned with Bowtie2 with parameters -q –phred33 –local -p 4 –seed 123 –no-mixed to the *C. elegans* genome (ce11). For each sample, duplicated reads were reduced to a single read. Damage sites were identified as the two nucleotides upstream of each fragment. Using custom scripts, reads were trimmed to the first 4 nucleotides from the 5′ end and slopped 6 nucleotides upstream to generate 10 nucleotide-long genomic regions with the damaged nucleotide in the middle (Supplementary Fig. 1E–H). For the downstream analysis, reads with dipyrimidines at the expected damage sites were selected, and two biological replicates were merged.

For RNA-seq, reads were aligned to the *C. elegans* genome using STAR with –outFilterIntronMotifs RemoveNoncanonicalUnannotated [43]. Following alignment, only high-confidence, properly paired reads were retained. Specifically, SAM files were filtered to include reads that: (1) had a mapping quality (MAPQ) score ≥30, (2) were mapped as proper pairs on the same chromosome, (3) had an insert size ≤500 kb with correct orientation (→ ←), (4) contained a CIGAR string with at least one matching segment (i.e. including ‘M’), (5) mapped to ≤10 genomic locations (based on NH:i: tag), and (6) excluded any reads mapped to mitochondrial DNA (MT). Both soft- and hard-clipped reads were retained. Gene-level quantification was then performed using featureCounts with the WS295 *C. elegans* annotation [44].

### Damage-seq and XR-seq simulation

To generate expected background distributions for repair and damage maps, we used Boquila (v0.6.045), a next-generation sequencing read simulator designed to preserve nucleotide composition [45]. Boquila randomly selects genomic positions to generate pseudo-reads that match the dinucleotide (*k*-mer = 2) frequency and sequence complexity of the input dataset. Simulated datasets were generated separately for Damage-seq and XR-seq using the following parameters: –sens 20 –kmer 2.The resulting synthetic reads reflect the expected distribution of sequencing signal based solely on underlying sequence context and dimer frequency, allowing us to control for sequence composition when interpreting observed damage and repair enrichments genome wide.

### Genome-wide clustering of XR-seq signal in 2 kb windows

To assess genome-wide similarity in repair activity, we divided the *C. elegans* genome into non-overlapping 2 kb bins using bedtools makewindows [46] and intersected these bins with XR-seq read alignments using bedtools intersect RPM (reads per million) was calculated by normalizing the raw bin counts to the total mapped reads for that sample. The resulting RPM matrix was used to calculate pairwise Spearman correlation coefficients between all samples. A distance matrix (1 – Spearman correlation) was computed, and hierarchical clustering was performed using Ward’s method. Heatmaps were generated using the pheatmap R package.

### Repair profiles of TS and NTS

For plotting strand-based average repair profiles of the genes, we used WormBase WS295 genome annotations and filtered 2142 genes longer than 2 kb, situated at least 500 bp away from neighboring genes. For each gene, the region spanning from 1 kb upstream of the TSS to 500 bp downstream was divided into 100 bins. Similarly, the region from 1 kb upstream to 500 bp downstream of the transcription end site (TES) was also divided into 100 bins, resulting in a total of 200 bins per gene. Bed files of the reads were intersected to the 100 bin-divided-gene list by Bedtools intersect with the following commands -c -wa -F 0.5 -S or -s for TS and NTS, respectively.

For each *C. elegans* strain, RNA-seq data were used to calculate expression levels in terms of TPM, and genes were filtered to exclude those with no expression. The remaining genes were ranked by expression level and divided into four quartiles (low: 0–25%, medium-low: 25–50%, medium-high: 50–75%, and high: 75–100%), yielding 1 148 genes per quartile in wild-type, 1156 in *csb-1*, and 1161 in *xpc-1*. 

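Under the length and spacing filter that the paper gives for its average repair profiles, 2221 genes were expressed in wild-type, 2212 in *csb-1* and 2210 in *xpc-1*, out of 2277. This gave 555.25 genes per quartile in wild-type, 553 in *csb-1* and 552.5 in *xpc-1*. Neighbours were all genes listed in the files, on either strand. The definition of a neighbour moved these sizes: with neighbours on the same strand only, a quartile held 1353.25 wild-type genes.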

To analyze strand-specific damage and repair, we intersected Damage-seq and XR-seq data with these gene lists. For each gene, read counts were normalized to RPKM using the formula: RPKM = (number of reads / gene length in kb) / (total mapped reads / 1 million).

For each expression quartile, paired RPKM values for TS and NTS were compared using a two-sided Wilcoxon signed-rank test. Violin plots overlaid with boxplots were generated to visualize the distribution of RPKM values for TS and NTS across expression quartiles. For distribution of Damage-seq and XR-seq reads around TSS, 150 binned gene lists per quartile (or top half and bottom half) were generated to intersect with Damage-seq and XR-seq, as explained above.

### Epigenome Data Processing and Visualization

To investigate the influence of chromatin context on DNA damage formation and excision repair, we analyzed XR-seq and Damage-seq signals in the context of histone modification and chromatin accessibility data. Publicly available ChIP-seq datasets for H3K4me1, H3K4me3, H3K27me3, and H3K36me3 in L1 larval developmental stage were retrieved from GEO accession GSE114440 [47].Sequencing reads (FASTQ files) were aligned to the *C. elegans* reference genome using Bowtie2 with the –very-sensitive option. Aligned reads were converted to sorted BAM files with Samtools [48], and PCR duplicates were removed using samtools markdup -r. For each histone mark, biological replicates were merged using samtools merge.

To quantify the relationship between chromatin context and DNA damage/repair activity, we divided the C. elegans ce11 genome into consecutive non-overlapping 2 kb bins using the UCSC tool bedtools makewindows (via the UCSC utilities suite; e.g. bigWigAverageOverBed to extract per-bin scores from bigWig tracks). For each histone modification (H3K4me1, H3K4me3, H3K27me3, H3K36me3) as well as XR-seq, Damage-seq, and corresponding simulations, mean signal values were computed per 2 kb bin and written to .tab files. Histone bins were then ranked by signal intensity (mean0 column of the .tab output) after trimming the top 0.5% to reduce outlier influence, and split into three equal groups (low, medium, and high). These tertile labels were used to stratify DNA damage and repair signals relative to underlying chromatin context. Identical binning and tertile definitions were applied across Damage-seq, XR-seq, and their matched simulations to enable direct comparisons. Normalized XR-seq and Damage-seq values were divided by their respective simulation values (real/sim), log₂-transformed, and plotted as boxplots across tertiles for each time point and genotype. Significance testing was performed using paired Wilcoxon tests across time courses and unpaired Wilcoxon tests between tertiles, with Benjamini–Hochberg correction for multiple testing. Final plots were rendered with custom R scripts built on data.table and ggplot2, preserving consistent whisker definitions (12.5th–87.5th percentiles) and shared y-axis scales for wild-type and *csb-1*, with *xpc-1* scaled separately.

For functional integration with XR-seq and Damage-seq data with the ChIP-seq of histone markers, we performed peak calling with MACS2. For H3K4me1 and H3K4me3, we used –nomodel –extsize 147 to call narrow peaks. For H3K27me3 and H3K36me3, –broad and –broad-cutoff 0.1 were used to call broad peaks. In addition, for a second H3K36me3 dataset, we directly used the pre-processed peak BED file (GSM4275264_MACS2_N2_rep1_broad_Peaks.bed.gz) under GEO accession number GSM4275264 [49]. The number of peaks called was 22 032 for H3K4me1, 10 888 for H3K4me3, 10 954 for H3K36me3, and 13 107 for H3K27me3. 5 kb windows were centered on ChIP-seq peaks and divided into 500 bins (10 bp each). These binned regions intersected with strand-specific XR-seq and Damage-seq data using bedtools intersect -c. The resulting bed files captured read counts per bin per strand for each time point and histone mark.

For Damage-seq, raw read counts were first normalized to total mapped reads per strand to obtain RPM values. Each time point was then normalized to the corresponding mock-treated control, followed by normalization to the mean of the naked DNA control. The resulting profiles were corrected by dividing by simulation-derived signals, smoothed with an 11-bin rolling window, and transformed to log₂ scale. For XR-seq, per-bin read counts were similarly normalized to total mapped reads (RPM) and corrected by dividing by the corresponding simulation-derived profiles. Smoothed log₂-transformed signals with confidence intervals were generated for each damage type (CPD or (6–4)PP), time point, and genotype (wild-type, *csb-1, xpc-1*). To account for strand orientation, the bin order of the plus strand was reversed (e.g. the 500th bin plotted as the 1st), while the minus strand order was kept unchanged, ensuring transcription is consistently displayed from left to right. All plots were produced using custom Python scripts with Matplotlib.

To visualize enrichment patterns of histone marks relative to genes, peak-centered heatmaps were generated using deepTools [50]. Binary bigwig files were first created by converting peak regions to a 1-valued bedGraph format and transforming them into bigwig format using bedGraphToBigWig. Then, computeMatrix was run in scale-regions mode (–beforeRegionStartLength 500, –regionBodyLength 1000, –afterRegionStartLength 500, –binSize 10) using gene body annotations. Heatmaps were rendered with plotHeatmap function of deepTools.

### Repair profiles of open chromatin regions

For Fig. 5 A-F, ATAC-seq peaks defined by Jänes *et al.* specific to L1 larval developmental stage were first mapped from ce10 to ce11 by liftOver tool of UCSC genome browser [51]. Peaks were further categories into quartiles according to enrichment score. ATAC-seq peaks were also divided into genic (including 200 bp upstream of TSS) and intergenic peaks by intersecting with WS295 genome annotations. Peaks were slopped 500 bp upstream, 500 bp downstream and divided into 40 bins. Reads from XR-seq and Damage-seq intersected with the following commands -c -wa -F 0.5. Plots were generated by a custom R script.

ATAC-seq peaks quartiles were analyzed to assess their association with gene expression levels. Each quartile intersected with gene expression data obtained from wild-type *C. elegans* RNA-seq, which provided transcripts per million (TPM) values for each gene. The TPM values associated with genes overlapping the quartile-stratified ATAC-seq peaks were analyzed to assess the correlation between chromatin accessibility and gene expression. Each data point represents an individual gene’s expression level (TPM value) for the corresponding ATAC-seq peak intensity category.

### Calling ATAC-seq peaks and nucleosome dyads

Raw ATAC-seq reads were first processed to remove duplicated reads and residual adapter sequences using fastp [52] with the options –dedup –detect_adapter_for_pe. Deduplicated reads were aligned to the C. elegans ce11 reference genome using bowtie2 with the parameters –local –very-sensitive –no-mixed –no-discordant, specifying a minimum fragment length of 25 bp and a maximum of 700 bp. Alignments to the mitochondrial chromosome (chrM), reads with mapping quality below 30, unmapped or unpaired reads, and potential PCR duplicates were removed using samtools. Blacklisted regions defined for the ce11 genome [53] were excluded using bedtools. High-quality peaks were then called from the filtered BAM files using MACS2 [54], shifting reads upstream by 37 bp and extending them to a total of 73 bp, with significant peaks defined at FDR < 0.05. Summits identified by MACS2 were used to define precise ATAC-seq peak centers for downstream analyses. To identify nucleosome dyad positions, we applied nucleoATAC [55] with default parameters, which infers nucleosome positions from ATAC-seq BAM files by modeling fragment length distributions and Tn5 transposase insertion sites. In total, 19 651 high-confidence ATAC-seq peak regions and 9149 nucleosome dyad centers were identified for downstream analyses.

For downstream analyses, regions were binned to generate aggregated profiles. For ATAC-seq peaks in Fig. 5G and H, we used 2 kb windows centered on peak summits (±1 kb) divided into 201 bins of 10 bp each. For nucleosome dyads in Fig. 6, we used 160 bp windows centered on the dyad position (±80 bp) divided into 41 bins of 2 bp each.

### Quantification of nucleosome periodicities

Calculations of the power spectrum and SNR were performed using the approaches adapted from the methodology de- scribed in Pich *et al.* [56]. Briefly, to calculate power spectrum, we mean-centered binned signal and computed power at a defined range of candidate periods using a Fourier-based approach. For each target period P, we calculated the squared magnitude of the sum of signal values weighted by complex exponentials, effectively measuring how strongly the signal matched a repeating pattern of that period. This yielded a power value for each tested period, normalized by the length of the signal. To achieve comparable values across timepoints and genotypes, the resulting power values were further normalized by dividing by their means, producing a dimensionless measure of relative periodicity strength. Defining only a group of candidate periods allowed us to focus specifically on biologically relevant periodicities, such as ∼160 bp corresponding to nucleosome spacing or ∼10 bp corresponding to DNA helical turns around nucleosome dyads. For analyses of *xpc-1* mutant signals, power spectrum calculations were restricted to the downstream portion of the region, starting from basepair position + 250 for ATAC-seq-centered analyses and + 20 for dyad-centered analyses, to specifically capture transcription-driven asymmetry.

### Quantification of Signal-to-noise Ratio

To assess the robustness of the detected periodicity, we calculated the signal-to-noise ratio (SNR) for each region, defined as the ratio of the power at the target periodicity (160 bp for nucleosomes; 10 bp for dyad-centered analyses) to the mean power across all other frequencies. This provided a normalized measure of periodic signal strength relative to background noise. To evaluate statistical significance, we employed a permutation-based approach to derive empirical *P*-values. For each region, repair and damage signals were randomly shuffled 1000 times, with the SNR recalculated for each permutation to generate a null distribution. The empirical *P*-value was then calculated as the proportion of permuted SNR values exceeding the observed SNR.

## Results

### Capture and characterization of DNA damage-containing excised oligonucleotides from *C. elegans*

To investigate excision repair in *C. elegans*, we irradiated L1-stage worms with 4 kJ/m^2^ UVB, allowed time for repair, and then captured the damage-containing excised oligonucleotides by immunoprecipitation with damage-specific antibodies against either (6–4)PP or CPD. Excised fragments were isolated at 5 min, 1 h, and 4 h post-UV treatment, and then analyzed after radiolabeling and gel electrophoresis (Fig. 1A). For both damage types, the earliest time point, 5 min, captured the longest excision products, ranging from 16 to 30 nucleotides (nt) and peaking at ∼24 nt. The oligonucleotides were likely partially degraded during the 1- and 4-h timepoints as the observed peak fragment sizes shifted down to 22 and 21 nt, respectively. The striking difference between the two damage types was their relative abundance. Using a sequential antibody pulldown strategy from the same lysates, we determined that the (6–4)PP/CPD ratio of excised products ranged approximately between 0.5 and 0.7. (Fig. 1B). Considering that UVB induces CPDs at ∼8-fold higher frequency than (6–4)PPs, these excision ratios indicate that (6–4)PPs are excised at a frequency ∼4-fold higher than CPDs [57, 58].

**Figure 1.**
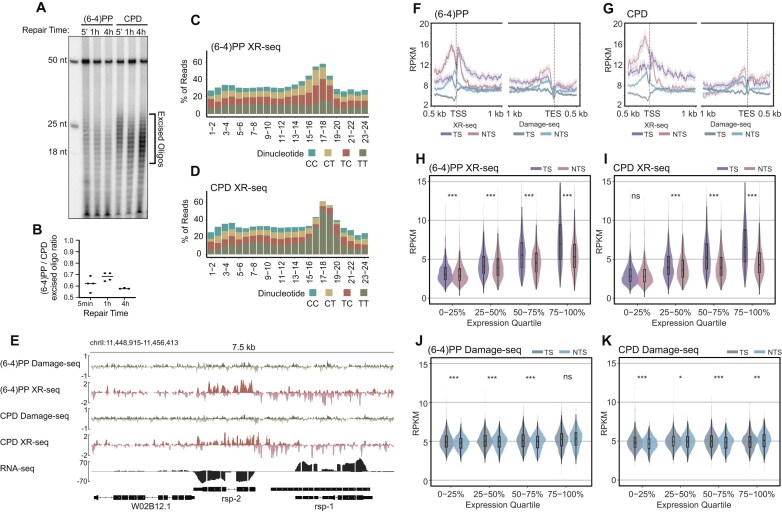
Genome-wide mapping of excised oligos revealed transcription-coupled repair of (6–4)PP. (**A**) Denaturing gel showing excised oligonucleotides containing (6–4)PP and CPD lesions collected at 5 min (5′), 1 h, and 4 h after UVB treatment (4 kJ/m²). The first lane contains 18-, 25-, and 50-nt size markers; the 50-mer was included as an internal labeling control in each lane. Brackets indicate the excised product range. (**B**) Quantification of the excision assay signal shown in (A), from four biological replicates, plotted as mean ± s.e.m. (**C**) Dipyrimidine composition along 24-nt XR-seq reads 1 h post-UV exposure reveals enrichment of TC dinucleotides at position − 6 (from the 3′ end) in (6–4)PP XR-seq and TT dinucleotides in (**D**) CPD XR-seq, indicating damage specificity. (**E**) Genome browser screenshot of strand-separated Damage-seq at 0 h and XR-seq at 1 h read coverage over a 7.5-kb region on chromosome II. The bottom track shows RNA-seq signal to indicate transcriptional orientation of *rsp-2* and *rsp-1*. XR-seq reads show strand bias toward the transcribed strand, whereas Damage-seq reads exhibit no strand bias at 0 h. Repair strand asymmetry is observed in transcribed regions, and the three genes in this locus display varied expressions: W02B12.1 (low), rsp-2 (high, minus strand), and rsp-1 (high, plus strand). The transcribed strand (TS)/ non-transcribed strand (NTS) repair ratios for (6–4)PPs in rsp-2 and rsp-1 were ∼3.17 and ∼3.49, respectively, whereas damage formation ratios were ∼0.93 and ∼1.18, indicating TCR of (6–4)PP. CPD repair TS/NTS ratios were similarly enriched at ∼4.92 (rsp-2) and ∼3.5 (rsp-1), with damage formation ratios of ∼0.78 and ∼1.2. (**F, G**) Metaprofiles of RPKM-normalized XR-seq (pink/purple) and Damage-seq (light/dark blue) signal for TS and NTS around 2142 genes (>2 kb, non-overlapping, ≥500-bp spacing). Plots span 500 bp upstream to 1 kb downstream of the TSS and 1 kb upstream to 500 bp downstream of the TES. Shaded regions represent 95% confidence intervals. (**H–K**) Violin plots showing strand-specific quantification of XR-seq (**H, I**) and Damage-seq (**J, K**) signal for (6–4)PPs and CPDs in the gene bodies across four gene expression quartiles (based on RNA-seq). Boxplots indicate the median and interquartile range. Paired Wilcoxon signed-rank tests were used to compare TS and NTS values; asterisks denote significance: ***P < 0.001, **P < 0.01, *P < 0.05, ns = not significant.

Next, we constructed XR-seq libraries from the excised oligonucleotides containing the two different damage types captured 1 h after UVB (4 kJ/m^2^) to determine the genome-wide locations of the repair events. Analysis of the (6–4)PP and CPD XR-seq read lengths showed a distribution between 10 and 32 nt with a peak at 24 nt (Supplementary Fig. 1 A and B), consistent with the excision assay results. Analysis of the DNA base composition along each position of the 24 nt-long reads revealed pyrimidine enrichment of TC, CT, and TT dinucleotides 6 nt from the 3′ end in (6–4)PP libraries (Fig. 1C) and TT enrichment pattern for CPD libraries (Fig. 1D), in agreement with previous studies in other organisms [13–15]. Although XR-seq reads longer than 28 nt accounted for less than 5% of the total, nucleotide frequency plots of reads up to 30 nt-long still showed thymine and cytosine enrichment at 7 and 8 nt from the 3′ end of reads for (6–4)PP (Supplementary Fig. 1C) and thymine enrichment at the same position for CPD (Supplementary Fig. 1D). The dipyrimidine enrichment pattern was not seen in the reads longer than 30 nt indicating that this is the maximum size oligonucleotide removed by nucleotide excision repair in *C. elegans*.

### Transcription-coupled repair plays a significant role in the removal of both (6-4)PPs and CPDs in L1-stage *C. elegans*

XR-seq reads were mapped to the *C. elegans* genome and a 7.5 kb genome browser view illustrates the similar non-uniformity in repair of both (6–4)PP and CPD damages (Fig. 1E). 

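Gene expression was measured by poly(A) RNA-seq of L1-stage larvae of wild-type, *csb-1* and *xpc-1* *C. elegans*, with 2 libraries per strain. The authors aligned the paired reads with STAR, kept properly paired reads with a mapping quality of at least 30 and removed mitochondrial reads. They then counted reads on the exons of each gene with featureCounts. The deposited values are raw counts for 46904 genes without normalization. The headers name featureCounts 2.0.4 and an Ensembl annotation of the WBcel235 genome, whereas the methods name WS295. No strand option and no option to count read pairs was set, so both mates of a pair were counted and reads from either strand were assigned to a gene. The counts on genes were 48299740 and 45719093 in wild-type, 43247541 and 48371365 in *csb-1*, and 41643033 and 41875973 in *xpc-1*. From the counts and the summed exon length of each gene, TPM (transcripts scaled to a fixed total per library) were computed for each library and averaged over the 2 libraries of a strain. TPM gives the relative abundance of a gene within a library, so a few abundant genes that rise lower the TPM of all others.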

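The 3 genes lie next to each other on chromosome II of WBcel235 and are all protein-coding. *W02B12.1* (WBGene00012201) spans 11448965 to 11451445 on the plus strand, *rsp-2* (WBGene00004699) spans 11451444 to 11452955 on the minus strand, and *rsp-1* (WBGene00004698) spans 11453362 to 11455864 on the plus strand. *W02B12.1* and *rsp-2* share 2 bases, and 406 bases separate *rsp-2* from *rsp-1*. Because strand was not used in counting, reads at the shared end cannot be assigned by strand. In wild-type, *W02B12.1* had 817 and 596 reads, which gave 15.1 ± 2.48 TPM (SD, n = 2). The same libraries gave 215 ± 33.8 TPM (SD, n = 2) for *rsp-2* and 94.8 ± 16.0 TPM (SD, n = 2) for *rsp-1*. *rsp-2* was 14.3 times and *rsp-1* 6.30 times as high as *W02B12.1*, and both wild-type libraries of either gene lay above both of *W02B12.1*. The 3 genes were read in the same 2 wild-type libraries, so their values are paired by library. With only 2 libraries no test was run. With gene length from start to end in place of exon length the ratios were 19.4 and 11.6. Among the 25250 genes with a TPM above 0 in wild-type, *W02B12.1* stood at percentile 67.1 and *rsp-1* at 93.8, and *rsp-2* stood higher still. In *xpc-1*, *W02B12.1* had 12.0 ± 0.0941 TPM (SD, n = 2). The 2 *csb-1* libraries differed, with 14.3 TPM in replicate 1 and 40.1 TPM in replicate 2.

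**Figure D1:**
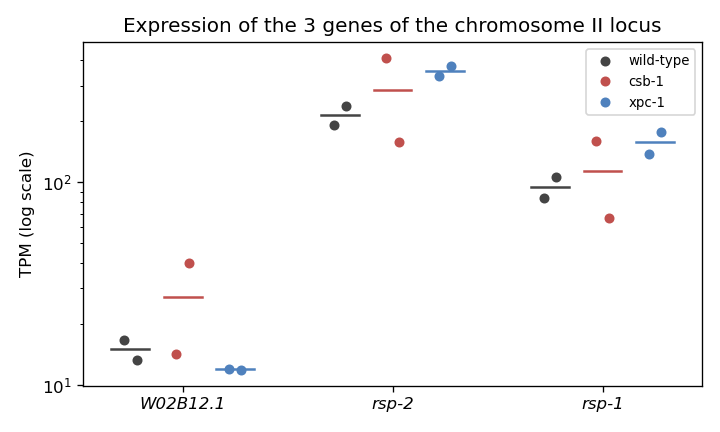
TPM on a log scale of *W02B12.1*, *rsp-2* and *rsp-1* in the 3 strains. Each point is a library and each line the mean of the 2 libraries of a strain. *W02B12.1* lies lowest in every library, and its *csb-1* libraries lie at 14.3 and 40.1 TPM.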

Strand asymmetries are observed in the transcribed regions of the three genes in this locus which display varied levels of expression: W02B12.1 (low), rsp-2 (high, minus strand), and rsp-1 (high, plus strand). More (6–4)PP and CPD repair reads map to the transcribed strand (TS) than the non-transcribed strand (NTS) of the genes undergoing transcription, which is the hallmark of TCR. To assess whether damage formation was responsible for the repair strand-specificity, we performed genome-wide Damage-seq immediately following UV in L1-stage *C. elegans*. Similar to previous reports, our Damage-seq results show enrichment of dipyrimidines at the expected damage site (Supplementary Fig. 1E–H) [21]. As illustrated in the genome browser view, the Damage-seq signals for both damages are relatively uniform and thus the strand asymmetry is due to repair (Fig. 1E). We next generated metaprofiles of Damage-seq and XR-seq signal across transcription start sites (TSS) and transcription end sites (TES) of 2142 selected genes. Both (6–4)PP and CPD repair signals showed clear strand bias favoring the TS within gene bodies (Fig. 1F and G). We observed elevated repair on the NTS upstream of TSSs and TESs; however, after normalizing to the simulation to account for sequence bias, this strand-specific repair difference disappeared and reversed, in the upstream of the TSS and TES, respectively (Supplementary Fig. 1I and J). Nevertheless, for both strands XR-seq signals in the upstream of TSSs are relatively higher than expected based on Damage-seq RPKM values, indicating that repair activity exceeds the baseline predicted by damage formation alone.

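Genes longer than 2 kb and at least 500 bp from the nearest other annotated gene were taken on chromosomes I to V and X, which left 2277 genes. In wild-type, 2221 of them had a mean TPM above 0 and were ranked and divided into 4 expression quartiles. The median was 0.287 TPM in the lowest quartile, 3.99 TPM in the second, 17.7 TPM in the third and 55.2 TPM in the highest. The highest quartile began at 31.6 TPM. When each wild-type library was ranked alone, 91.5% of the genes expressed in both fell in the same quartile and none moved by more than 1 quartile. Of the 545 genes in the highest quartile of replicate 1, 517 were also in that of replicate 2, which is 94.9%. The paper stratified genes by these expression values in order to ask whether the strand bias of repair depends on transcription, and the repair and damage reads it compared across the quartiles were not analysed here.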

To evaluate the transcriptional dependence of repair strand bias, we stratified genes into quartiles based on RNA-seq expression and quantified stranded (based on transcription direction) RPKM values for both XR-seq and Damage-seq data. XR-seq revealed robust transcription-dependent repair for both (6–4)PPs and CPDs with repair signals increasing with gene expression on both strands but were much more pronounced on the transcribed strand especially in the top two expression quartiles (Fig. 1H and I). Notably, repair also increased on the NTS, suggesting that global repair is enhanced at highly expressed genes, possibly due to greater chromatin accessibility. For Damage-seq, we observed modest but statistically significant differences in TS versus NTS damage levels, with NTS having more damage in the top quartile (Fig. 1J and K). However, these differences did not scale with expression level and were largely attributable to sequence composition, as validated by simulations (Supplementary Fig. 1K and L). Taken together, this transcription-dependent asymmetry further confirms that TCR contributes to the repair of (6–4)PPs, like CPDs, in *C. elegans*.

### Dominance of global repair revealed through repair kinetics and read distributions across the genomes of wild-type and repair-deficient strains

We employed the following strains of *C. elegans* to tease apart the contributions of TCR and global repair to the dynamics of damage and repair: *csb-1* (TCR-deficient), *xpc-1* (global repair-deficient), and *xpa-1* (excision repair-deficient). First, we monitored the kinetics of (6–4)PP and CPD removal from the genomes of these strains using a slot blot assay which quantitatively measures the amount of DNA damage remaining in genomic DNA at different timepoints after UV irradiation (Fig. 2A). To enable sensitive detection of early repair events without saturation, we applied a moderate dose of UVB, 75 J/m^2^. The DNA damage was detected using lesion-specific monoclonal antibodies and normalized to total DNA with subsequent staining with SYBR gold (Supplementary Fig. 2A and B). In wild-type animals, (6–4)PPs and CPDs were almost completely removed by 24 h and 36 h, respectively. Notably, >50% of (6–4)PPs were excised within 1 h, whereas CPDs reached ∼50% repair by 2–4 h, consistent with the ∼4-fold faster repair of (6–4)PPs seen with the excision assay in Fig. 1A. Interestingly, *csb-1* mutants exhibited nearly identical repair kinetics to wild-type for both lesions, indicating that TCR contributes minimally to overall excision activity. By contrast, *xpc-1* mutants showed substantially impaired repair, similar to *xpa-1* mutants. The modest decrease in signal seen in *xpa-1* over time is not due to repair activity but rather reflects passive dilution of unrepaired damage through cell division and growth. This interpretation is supported by our previous study, which showed that *xpa-1* lacks detectable repair above background [38]. Together, these findings indicate that global repair is the primary pathway responsible for removing UV-induced photoproducts in L1-stage *C. elegans*.

**Figure 2.**
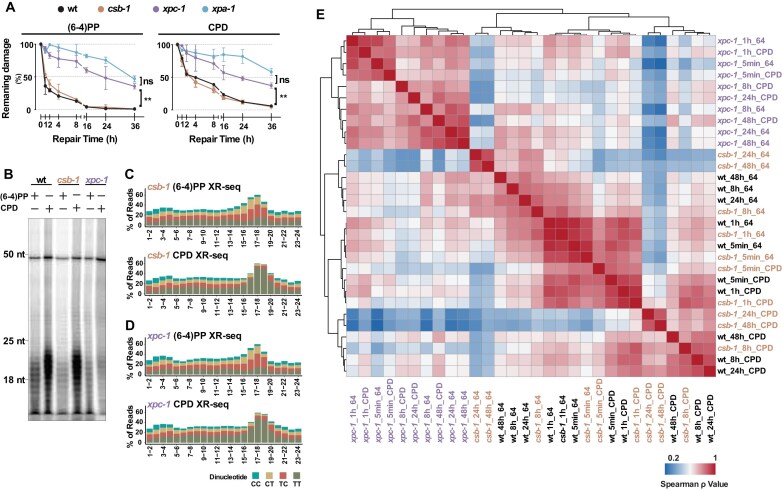
Repair kinetics and genomic distribution of repair events are similar between wild-type and *csb-1*, but distinct from *xpc-1*. (**A**) Quantification of (6–4)PP and CPD removal over time in wild-type (wt), *csb-1, xpc-1*, and *xpa-1*. Genomic DNA was isolated at the indicated time points after UVB treatment (75 J/m^2^) and probed with an anti-(6–4)PP (left) and an anti-CPD antibody (right). Damage signals were normalized to time 0 and plotted as mean ± s.e.m. from ≥3 biological replicates. Statistically significant differences between genotypes reflect impaired repair in *xpc-1* and *xpa-1* mutants relative to wt. No significant differences were observed between wt and *csb-1* (not shown). Statistical comparisons were performed using one-way ANOVA with Geisser-Greenhouse correction followed by Tukey’s multiple comparisons test. Asterisks denote significance: **P < 0.01, ns = not significant. (**B**) Denaturing gel showing excised oligonucleotides containing (6–4)PP and CPD collected 2 h after UVC treatment (100 J/m²) in wt, *csb-1*, and *xpc-1* strains. Size markers (18, 25, and 50 nucleotides) are indicated on the left. A 50-mer internal labeling control was included in each lane. (**C**) Dinucleotide composition of 24-nt XR-seq reads for (6–4)PP and CPD in *csb-1*. (**D**) Corresponding dinucleotide composition for (6–4)PP and CPD in *xpc-1*. (**E**) Hierarchical clustering heatmap of pairwise Spearman correlations between XR-seq samples from wt, *csb-1*, and *xpc-1* across the UV repair time course. The heatmap is based on RPM mapped reads from 2 kb genomic windows. Clustering reflects the similarity in genome-wide repair signal distributions between genotypes and time points.

Next, we captured the excised oligos containing either (6–4)PPs or CPDs from wild-type and mutant strains 1 h after UV irradiation. As shown in Fig. 2B, the excision pattern in *csb-1* was similar to that of the wild-type, whereas significantly fewer excised oligonucleotides were recovered from the *xpc-1* strain, which lacks global repair, despite using six times more worms. XR-seq was performed with captured oligos and the nucleotide distribution analysis confirmed comparable dipyrimidine content for both (6–4)PP and CPD from the *csb-1* and *xpc-1 strains* (Fig. 2C and D), as was seen for wild-type samples.

In order to measure the dynamics of repair we collected excised oligos at five different timepoints following UV irradiation (5 min, 1 h, 8 h, 24 h, and 48 h). We performed hierarchical clustering using Spearman correlations of the time-course XR-seq data (Fig. 2E). The samples separated into two major clusters: *xpc-1* formed a distinct group, while wild-type and *csb-1* clustered together. Within the *xpc-1* cluster, (6–4)PP and CPD damage are grouped by timepoint (early vs. late), rather than by damage type, reflecting the loss of damage-specific excision in the absence of global repair and that both 6–4(PP)s and CPDs are repaired with a similar genomic distributions by TCR. In contrast, wild-type and *csb-1* samples resolved into three distinct clusters reflecting both time and damage type: (1) (6–4)PPs at late timepoints, (2) early timepoints for both damage types, and (3) CPDs at late timepoints. This pattern was preserved when biological replicates were analyzed independently (Supplementary Fig. 3). Together, the slot blot and genome-wide XR-seq analyses consistently show that wild-type and *csb-1* animals exhibit highly similar excision repair profiles, whereas *xpc-1* displays globally impaired repair with distinct genome-wide distribution of repair events.

### Transcription profoundly shapes excision repair dynamics in *C. elegans*

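The targeted genes were read in every RNA-seq library first. *xpc-1* (WBGene00022296, chromosome IV, 1993089 to 2008993) had 43.5 and 40.1 CPM (counts scaled to a fixed library size with edgeR's TMM factors) in wild-type and 18.0 and 17.9 CPM in *xpc-1*. Its log2 fold change in *xpc-1* was -1.22 (standard error 0.23, adjusted p = 0.948 over all 18421 genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -1.25 and -1.15 with each library left out in turn. In a fit of the 4 wild-type and *xpc-1* libraries alone, edgeR gave it an adjusted p of 0.000105. *csb-1* (WBGene00000803, chromosome X, 15861294 to 15865918) had 20.5 and 22.9 CPM in wild-type. In the *csb-1* strain it had 17.5 CPM in replicate 1 and 8.04 CPM in replicate 2, a log2 fold change of -0.77 (standard error 0.43, adjusted p = 0.808 by the same edgeR test). It fell by 1.43 on the log2 scale without *csb-1* replicate 1 and by 0.29 without *csb-1* replicate 2. Gene-level counts do not resolve a partial deletion.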

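The 2 libraries of a strain were compared over the 20093 genes with at least 20 reads in total. Spearman's correlation of TPM across genes, which are not independent replicates, was 0.980 in wild-type and 0.977 in *xpc-1*. It was 0.745 between the 2 *csb-1* libraries, below the lowest value between libraries of different strains, 0.789. That lowest value also involved *csb-1* replicate 2, which had at most 0.852 with any other library. Without *csb-1* replicate 2, the lowest value between strains was 0.910. *csb-1* replicate 1 had 0.959 and 0.958 with the *xpc-1* libraries. Ribosomal protein genes took 10.8% and 11.0% of the reads in wild-type and 7.70% and 8.23% in *xpc-1*. In *csb-1* they took 4.65% in replicate 1 and 23.4% in replicate 2.

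**Figure D2:**
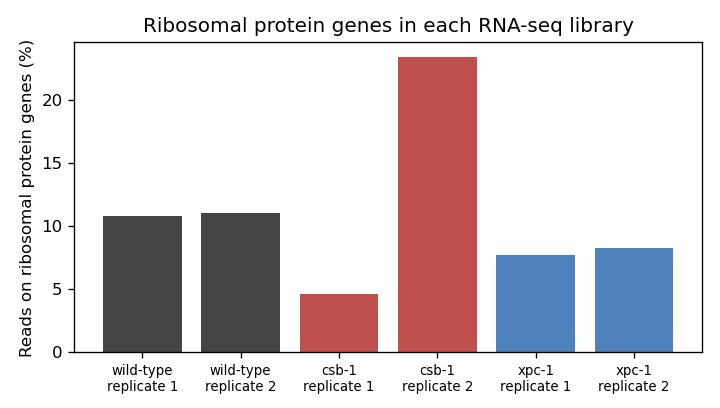
Percent of the reads on genes that fell on ribosomal protein genes, as 1 bar per RNA-seq library. The 2 *csb-1* bars, at 4.65% and 23.4%, lie below and above those of all wild-type and *xpc-1* libraries.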

To investigate how transcription influences excision repair dynamics over time, we analyzed strand-specific Damage-seq and XR-seq signals across gene expression quartiles in the wild-type and repair-deficient strains (Fig. 3A–D). The wild-type XR-seq analysis revealed strand-biased repair at all time points (5 min to 48-h post-UV) (Fig. 3C, D, top panel). Correspondingly, Damage-seq results from the wild-type showed that the amount of remaining damage in the TS of highly expressed genes was significantly lower at all time points post-UV (8 h, 24 h, and 48 h) compared to initial damage formation indicated at 0 h (Fig. 3A and B). In XR-seq from the *csb-1* strain, strand bias was lost for CPDs at all time points, consistent with the lack of TCR (Fig. 3C and D, middle panel). For (6–4)PPs, strand bias was inverted at 1 h and 8 h, with more NTS repair than TS, suggesting transcription-dependent inhibition of repair on the transcribed strand in the absence of the CSB transcription-coupled repair factor as previously reported for *E. coli* and human cell lines [59, 60]. As we previously reported, *xpc-1* repair was strongly biased toward the TS at all time points and across all expression quartiles (Fig. 3C and D, bottom panel) [39].

**Figure 3.**
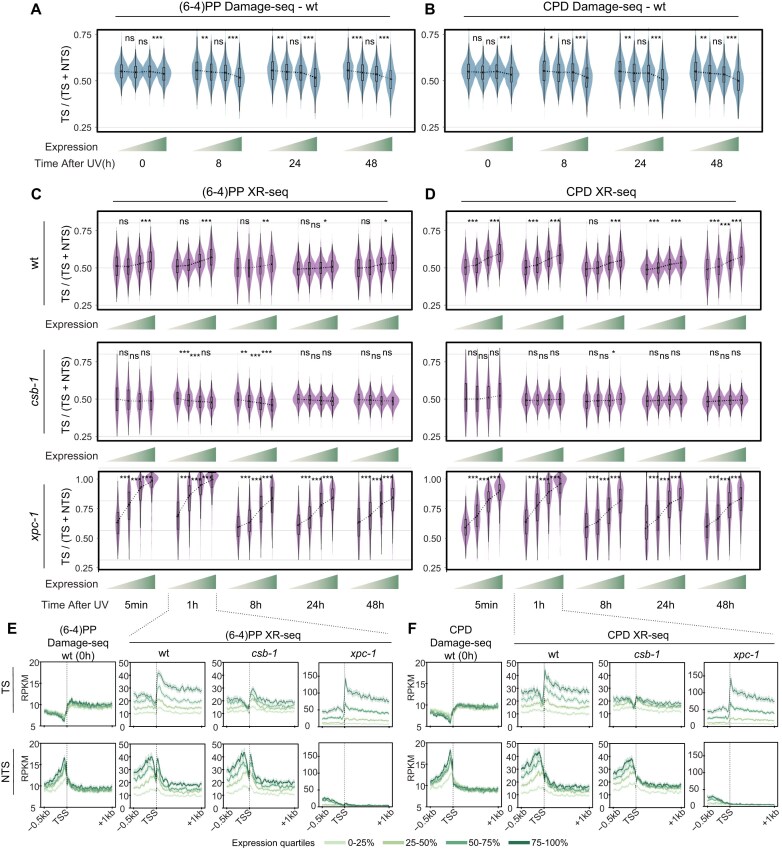
Expression-dependent dynamics of UV-induced DNA damage and repair in wild-type, *csb-1*, and *xpc-1*. (**A**) Violin plots showing the ratio of transcribed strand signal over total signal (TS / [TS + NTS]) across gene expression quartiles for (6–4)PP and (**B**) CPD Damage-seq data from wild-type (wt) at 0, 8, 24, and 48 h post-UV. Subsequent rows show XR-seq data from wt, *csb-1*, and *xpc-1* at 5 min, 1 h, 8 h, 24 h, and 48 h post-UV for (**C**) (6–4)PP and (**D**) CPD. Boxplots within violins show the median and interquartile range. Genes were stratified into expression quartiles based on each strain’s RNA-seq TPM values, increasing left to right (0–25%, 25–50%, 50–75%, 75–100%), indicated by a green gradient below the x-axis. Statistical comparisons between adjacent quartiles were performed using two-sided Wilcoxon signed-rank tests. Asterisks indicate significance: ***P < 0.001; **P < 0.01; *P < 0.05; ns = not significant. (**E**) Metaprofiles of Damage-seq (0 h) and XR-seq (1 h post-UV) signal across TSS for (6–4)PP and (**F**) CPD. Signal is plotted separately for the TS (top) and NTS (bottom) across a region spanning 500 bp upstream to 1 kb downstream of the TSS. Genes are divided into quartiles based on RNA-seq expression. Line colors indicate increasing expression from light green (lowest quartile) to dark green (highest quartile); shaded areas represent 95% confidence intervals.

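With each strain ranked by its own TPM, 465 of the 555 genes in the wild-type highest quartile (83.8%) were also in that of *csb-1*, and 479 (86.3%) in that of *xpc-1*. Both shares lie below the 94.9% and 94.8% found between the replicates of wild-type and of *xpc-1*. Between the *csb-1* replicates the share was 63.2%. Only 54.0% of the genes expressed in both *csb-1* libraries kept their quartile, and 26 genes were in the highest quartile of replicate 1 and the lowest of replicate 2. Ranked without *csb-1* replicate 1, the share with wild-type was 74.6%, and without replicate 2 it was 75.1%.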

To further examine the distribution of damage and repair events across the TSS, we analyzed strand-specific metaprofiles of Damage-seq at 0 h and XR-seq at 1-h post-UV, stratified by expression quartiles (Fig. 3E and F). For damage formation, one notable expression-dependent feature was reduced NTS signal upstream of the TSS in low-expression quartiles for both (6–4)PP and CPD. This observation is recapitulated in sequence-based simulation models (Supplementary Fig. 4A and B), indicating sequence content dependent damage formation. In wild-type, both TS and NTS repair increased with expression level, with a stronger effect on the TS. Notably, repair upstream of the TSS also scaled with expression, in contrast to the distribution in the simulation (Supplementary Fig. 4A and B), suggesting additional contributing factors such as bidirectional promoter activity or enhancer RNA transcription occurring on the same strand as the downstream gene [39, 61]. In *csb-1*, repair increased with expression on both strands; however, no preferential repair of the TS was observed within gene bodies, consistent with the absence of transcription-coupled repair. Nonetheless, *csb-1* showed an increase in both TS and NTS repair correlating with expression levels upstream of the TSS, consistent with enhanced repair in open chromatin regions [23]. In *xpc-1*, repair was almost exclusively restricted to the TS across all expression quartiles. TS repair scaled with expression, while NTS repair remained negligible. TS repair upstream of the TSS also correlated with expression, though to a lesser extent than in gene bodies. The preferential TS repair upstream of the TSS likely supports the productive elongation of enhancer RNAs on the same strand as the downstream gene [39, 61].

We next examined repair dynamics across time around the TSS of highly expressed genes (Supplementary Fig. 4C). For both (6–4)PPs and CPDs, Damage-seq revealed a decrease in TS signal, consistent with preferential TS repair. In wild-type, XR-seq showed a pronounced peak of TS repair at 1 h, particularly near the TSS, reflecting a window of efficient transcription-coupled repair. Previous studies have shown that dissociation of RNAPII from damaged bases, followed by transcription restart at the TSS, promotes earlier repair of the TS at the 5′ end of genes [62]. Our time-course data in both wild-type and *xpc-1* are consistent with this model. In contrast, *csb-1* did not display a TS repair peak at 1 h. Analysis of the bottom half of expressed genes (Supplementary Fig. 4D) further showed that repair occurred predominantly at later time points across all strains, underscoring the influence of transcription level on the timing of repair.

### Chromatin context shapes both damage formation and the dynamics of excision repair in *C. elegans*

Previous studies have shown that active and open chromatin regions were repaired more rapidly than other genomic regions [23]. Here, we evaluated damage formation and time-course repair in active (marked by H3K4me1, H3K4me3, and H3K36me3) and repressed genomic regions (marked by H3K27me3) by using ChIP-seq datasets from Jänes *et al.*, 2018. In a representative 50-kb window on chromosome V, Damage-seq signals were relatively uniform, while XR-seq at 1-h post-UV showed increased repair in regions enriched for H3K4me1, H3K4me3, and H3K36me3, and reduced signal over H3K27me3 peaks (Fig. 4A and B).

**Figure 4.**
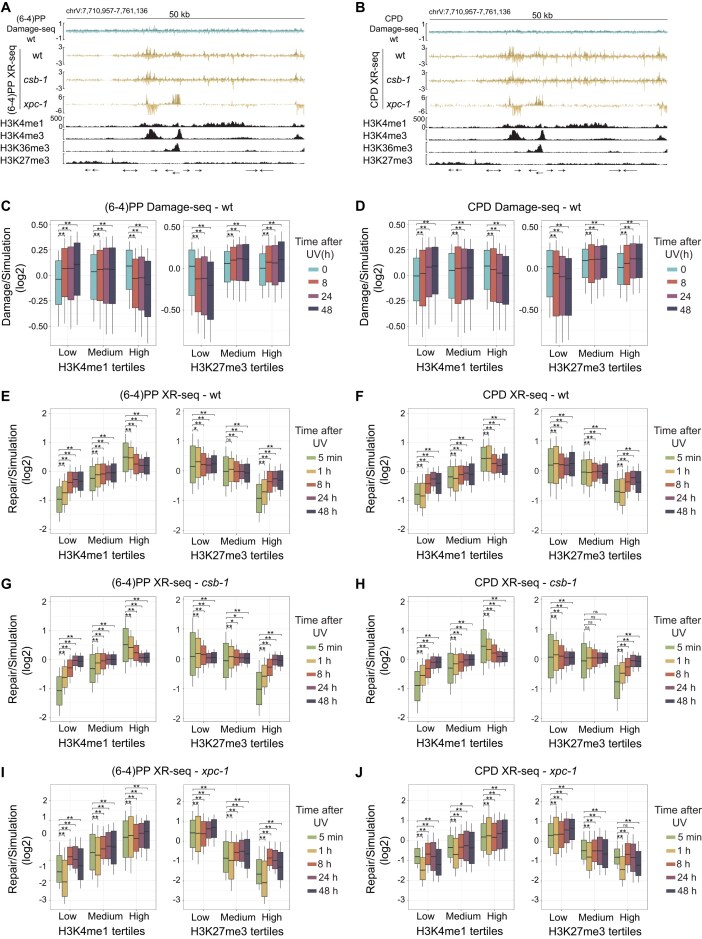
Influence of histone modifications on UV-induced DNA damage formation and repair. (**A**) Genome browser tracks showing stranded Damage-seq (top row, 0 h), XR-seq repair activity (1 h) in wild-type (wt), *csb-1*, and *xpc-1*, and ChIP-seq signals for histone modifications H3K4me1, H3K4me3, H3K36me3, and H3K27me3 across a representative 50 kb region on chromosome V. Damage-seq and XR-seq tracks are shown for (6–4)PP and (**B**) CPD. Arrows at the bottom indicate the orientation of genes longer than 2 kb. (**C**–**J**) Boxplots showing log₂-normalized Damage-seq (**C, D**) and XR-seq (**E–J**) signals divided by simulation profiles, grouped by tertiles of H3K4me1 (left panels) or H3K27me3 (right panels) signal in 2 kb bins. Data are shown for wt (**E, F**), *csb-1* (**G, H**), and *xpc-1* (**I, J**). Time points correspond to 0–48 h after UV irradiation for Damage-seq (C, D) and 5 min–48 h for XR-seq (E–J). Significance was determined by paired Wilcoxon tests relative to 5 min (within time course) and unpaired Wilcoxon tests between tertiles, with Benjamini–Hochberg correction. Stars denote adjusted *P*-values: ns, not significant (*P* ≥ 0.05); * *P* < 0.05; ** *P* < 0.01.

For genome-wide quantification, we stratified regions into low, medium, and high enrichment levels based on the signal intensity of each histone modification. Initial Damage-seq profiles showed similar overall damage across categories, but decay patterns revealed less remaining damage in highly H3K4me1-enriched active regions and more remaining damage in strongly H3K27me3-enriched repressed regions, a trend consistent for both (6–4)PPs and CPDs (Fig. 4C and D). Complementary to this, XR-seq demonstrated that regions with high H3K4me1 enrichment repaired earlier, whereas strongly H3K27me3-enriched regions repaired later in wild-type and *csb-1* (Fig. 4E–H). In *xpc-1*, repair in active regions peaked at 1 h, while repressed regions exhibited reduced repair at the same time point, consistent with the transcription-coupled repair peak observed at 1 h (Fig. 3C). Similar trends to those observed for H3K4me1 were also seen for the other active marks, H3K4me3 and H3K36me3 (Supplementary Fig. 5).

We also examined stranded damage and repair signals centered on ChIP-seq peaks of the four histone modifications (Supplementary Fig. 6A–D). Interestingly, we found that damage formation was not uniform across peak centers and flanking regions: for example, (6–4)PPs showed distinct peak formation at the centers of H3K4me1, H3K36me3, and H3K27me3, whereas CPDs exhibited weaker enrichment. The distribution of time-course damage signals revealed that at late time points, damage decreased at the centers of active mark peaks, whereas the opposite trend was observed for the repressive mark. Complementarily, repair signals were strongly enriched at the centers of H3K4me1 and H3K4me3 peaks in wild-type and *csb-1*, while in *xpc-1* repair was asymmetrically enriched on one side of the peaks, reflecting transcriptional directionality. Repair around H3K36me3 displayed distinct patterns: in wild-type and *csb-1* enrichment was stronger in flanking regions. In *xpc-1* repair was biased toward the opposite side of the peaks, consistent with H3K36me3 marking elongation and supporting inversion of TCR polarity relative to promoter regions[47, 63]. To further investigate repair directionality, we analyzed a second H3K36me3 dataset from Carpenter *et al.* (2021) [49]. Surprisingly, in this dataset, repair signals in *xpc-1* were symmetrically distributed around H3K36me3-enriched regions (Supplementary Fig. 6E). Whereas dataset from Jänes *et al.*, 2018 showed broad enrichment across gene bodies with stronger signal near TESs than TSSs, the Carpenter dataset showed the reverse pattern, with strong enrichment near TSSs and depletion near TESs (Supplementary Fig. 6F). These discrepancies between the datasets likely reflect variation in antibody choice across studies.

Collectively, these data demonstrate that the presence of histone modifications affects both the location and timing of UV-induced lesion formation and repair. Promoter- and enhancer-associated marks (H3K4me1, H3K4me3) are associated with early and transcriptionally oriented repair. Gene body H3K36me3 regions display delayed repair with inverted transcription-coupled repair polarity. Polycomb-repressed regions marked by H3K27me3 exhibit limited repair. These findings support a dual role for chromatin context in shaping genome integrity by influencing both damage susceptibility and repair efficiency.

### Chromatin accessibility impacts damage formation and excision repair dynamics

To investigate the influence of chromatin accessibility on UV damage and repair dynamics, we analyzed time-course Damage-seq and XR-seq signals centered on ATAC-seq peaks (Fig. 5). First, we plotted signals without considering strand orientation in the analysis. Damage-seq signal at 0 h revealed a distinct dip at the center of ATAC-seq peaks, flanked by enriched signal in the immediate ±200-bp regions for (6–4)PP (Fig. 5A). Simulated reads, however, did not exhibit the dip at the peak centers (Supplementary Fig. 7A and B). Therefore, the reduced damage formation precisely at ATAC-seq peak centers suggests the inhibitory effect of DNA-binding proteins on damage formation rather than a sequence bias (Fig. 5A and B) [19, 21]. Damage signal decreases by time for both damages as being more prominent in (6–4)PP. The repair signal, on the other hand, generally peaked at early time points and declined gradually over time (Fig. 5A and B, right panels). For (6–4)PPs, wild-type and *csb-1* showed strong repair enrichment at 5 min. CPD repair levels in wild-type were similar at 5 min and 1 h, with a gradual decrease with time. In *xpc-1*, both damage types showed maximal repair at 1 h in accessible regions, consistent with transcription-coupled repair being most active at this timepoint. We next categorized ATAC-seq peaks as genic or intergenic and observed that both were repaired at similar rates in wild-type and *csb-1* (Supplementary Fig. 8). In *xpc-1*, although early repair signals were more evenly distributed and elevated in genic regions, CPD repair at intergenic peaks became comparable to that at genic peaks by later time points. This pattern suggests transcription-dependent repair activity in intergenic regions and supports our previous observation of transcriptional activity in these regions, as detected by XR-seq in *xpc-1* [39].

**Figure 5.**
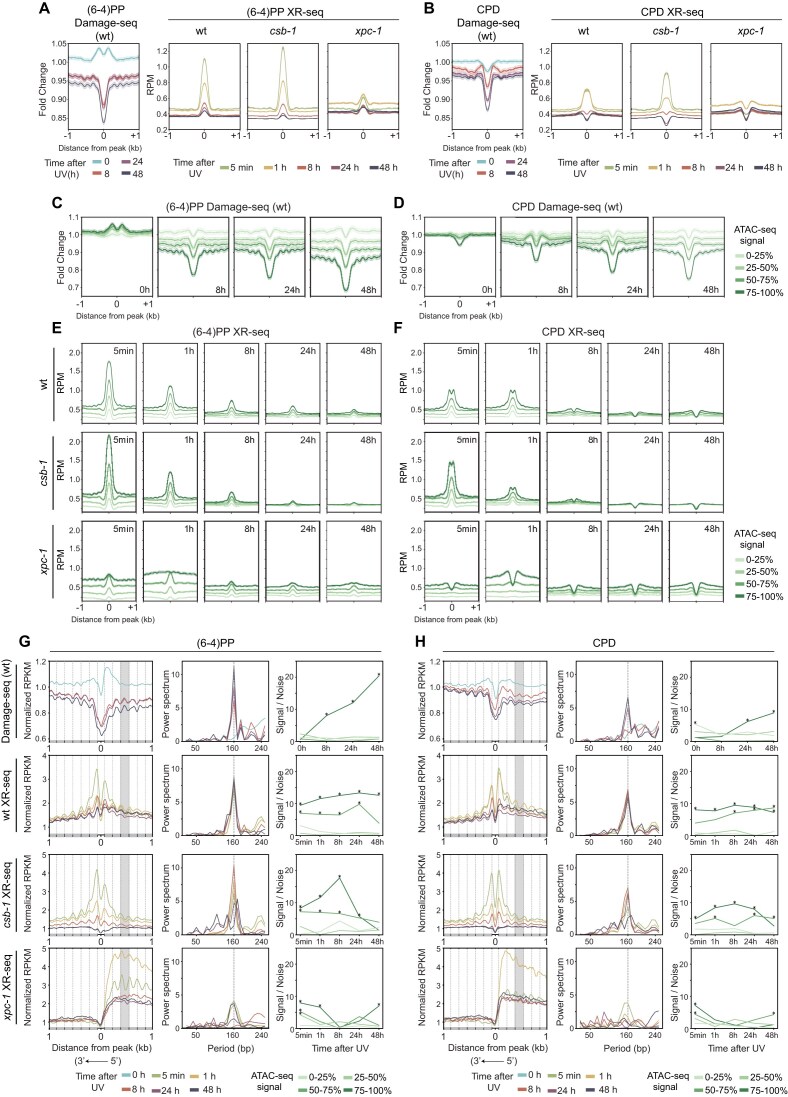
Time-course analysis of UV-induced damage and repair signal at ATAC-seq peaks. (**A**) Line plots showing Damage-seq (left) and XR-seq (right) signals around ATAC-seq peaks for (6–4)PP and (**B**) CPD. Damage-seq data are shown at 0 h, 8 h, 24 h, and 48 h post-UV, normalized to both input and naked DNA controls and plotted as fold change. XR-seq signals are plotted as RPM for wt*, csb-1*, and *xpc-1* across 5 min, 1 h, 8 h, 24 h, and 48 h post-UV. (**C**) Damage-seq fold-change signal for (6–4)PP and (**D**) CPD is shown across the same time points, with ATAC-seq peaks stratified into four quartiles by chromatin accessibility (enrichment signal). Curves from light to dark green correspond to increasing ATAC-seq signal (0–25%, 25–50%, 50–75%, and 75–100%). (**E**) XR-seq RPM signal for (6–4)PP and (**F**) CPD is plotted over the same peak groups and time course for wt, *csb-1*, and *xpc-1*. All panels span ± 1 kb from the ATAC-seq peak center. Data plotted with 95% confidence intervals in (A-F), indicated in shaded regions around the lines. (**G**) Simulation-normalized Damage-seq (top) and simulation- and damage-normalized XR-seq signals for (6–4)PP and (**H**) CPD plotted across time points, centered on the most accessible quartile of L1-stage ATAC-seq peaks. For visualization, the bin order on the plus strand was reversed to align the transcriptional direction of both strands. Gray bars below each plot indicate nucleosome-wrapped regions, and black bars indicate linker DNA positions. Highlighted gray areas show damage and repair profiles at the third nucleosome position. (G, H, middle, right) Power spectrum and signal-to-noise ratio (SNR) plots quantifying 160-bp periodicity in Damage-seq and XR-seq signals across genotypes and time points. Stars denote statistical significance; * *P* < 0.05.

Since ATAC-seq was performed on whole animals, the observed accessibility reflects an aggregate of diverse cell types. To identify sites that are consistently accessible across most nuclei, we stratified ATAC-seq peaks into four quartiles based on their enrichment scores. The top quartile represents the highest accessibility, allowing us to focus on regions likely to be constitutively open. In Fig. 5C and D, we plotted time-course Damage-seq signals across these quartiles and observed the strongest damage formation biases in the highest-accessibility group, a pattern not attributable to sequence composition (Supplementary Fig. 7C and D). Damage levels in the top two accessibility quartiles decreased steadily over time, revealing a stable periodicity pattern centered around ATAC-seq summits, most prominently in the highest-accessibility quartile.

XR-seq signals further highlighted the relationship between chromatin accessibility and repair efficiency. Across all time points and for both damage types, the most accessible ATAC-seq peaks (top quartile) consistently exhibited the highest repair activity in wild-type and *csb-1* animals (Fig. 5E and F). Due to preferential early repair, signal intensity declined over time but remained elevated in these regions, suggesting that global repair operates more efficiently in highly accessible chromatin. These patterns were absent in simulations (Supplementary Fig. 7E and F), supporting their biological relevance. Notably, the strongest quartile separation in *xpc-1* was observed at 1 h, aligning with the time of maximal TCR activity as shown in Fig. 3E and F. This is consistent with our observation that chromatin accessibility correlates with transcriptional activity (Supplementary Fig. 7G) [64].

We next analyzed whether the periodic signal patterns observed around accessible regions were driven by nucleosome positioning. To address this, we analyzed raw ATAC-seq data to generate four quartiles by accessibility score (Fig. 5G and H). Using the top quartile of peaks, we plotted Damage-seq and XR-seq profiles time-course. We normalized the Damage-seq by simulation; the XR-seq by the simulation-normalized damage levels to reflect repair efficiency relative to the local damage landscape (raw data and simulation-normalized data plotted in Supplementary Fig. 9). To more accurately capture directional differences in chromatin organization around peak centers, we reoriented the plus-strand Damage-seq and XR-seq signals. This was particularly important for resolving repair periodicity in *xpc-1* mutants, where transcription-coupled repair introduces strand-specific asymmetry relative to gene orientation. In wild-type animals, both (6–4)PP and CPD Damage-seq signals showed a periodic pattern at all time points after damage formation (Fig. 5G and H, top). At initial time point (0 h), damage levels were elevated overall without showing a detectable periodicity, while by 24 and 48 h the periodic peaks became more prominent. This time-dependent sharpening of the periodic pattern reflects preferential repair of linker DNA regions, leaving unrepaired lesions increasingly enriched in nucleosome-wrapped DNA. Consistently, XR-seq profiles in wild-type and *csb-1* exhibited strong periodic patterns at early time points (5 min, 1 h), with clear peaks that aligned closely with nucleosome repeat lengths (Fig. 5G and H, middle). The periodicity of repair around nucleosomes gradually diminished over time. In *xpc-1*, we also observed clear periodicity at early time points (5 min and 1 h in (6–4)PP, 5 min in CPD); however, this pattern was restricted mainly to the downstream of the peak centers, suggesting that transcription-coupled repair is also shaped by nucleosome occupancy. Moreover, the slight shift in periodic peaks from linkers in *xpc-1* may reflect increased nucleosome remodeling dynamics in the transcribed regions.

To quantitatively assess the presence and strength of periodic patterns in Damage-seq and XR-seq signals, we used a Fourier-based approach to calculate power spectrum at defined period lengths centered on ATAC-seq peak summits allowing us to detect and characterize dominant spatial frequencies in the data, such as those corresponding to nucleosome periodicity. We evaluated the signal-to-noise ratio (SNR) of these periodic components to ensure that observed periodicity reflected genuine biological phasing rather than random fluctuations across the quartiles of ATAC-seq summits. Analysis of the resulting power spectra with a peak periodicity at ∼160-bp and SNR plots (Fig. 5G and H, right) confirmed an increasing periodicity of damage over time and consistent periodic repair, aligned with nucleosome spacing in the highly accesible regions. In contrast, XR-seq signals for wild-type and *csb-1* animals exhibited strong ∼160-bp periodicity with high SNR at early time points (5 min, 1 h), which remained relatively stable over time despite declining overall repair signal intensity. For XR-seq of *xpc-1* mutants, we calculated periodicity specifically in the downstream region of peak centers, reflecting the transcription-driven orientation of repair in these samples. Although overall values were lower compared to wild-type and *csb-1*, both the power spectra and SNR at early time points remained elevated and significant for the most accessible peaks.

Together, our data demonstrate that at accessible chromatin regions, the extent of damage formation does not solely predict the level of residual damage. Instead, both TCR and global repair efficiency, driven by distinct underlying mechanisms, emerge as the primary determinants of damage removal. Chromatin accessibility promotes efficient repair by facilitating either pathway, reinforcing the idea that repair outcome is shaped more by repair dynamics than by initial damage deposition.

### Nucleosome-centered repair periodicity differs between (6-4)PPs and CPDs

We next investigated periodicity in damage and repair distribution around nucleosome dyad centers (Fig. 6A and B). For both (6–4)PPs and CPDs, Damage-seq profiles centered on nucleosome dyads displayed clear ∼10 bp periodicity across all time points, reflecting the structure of DNA wrapping around the histone core. We showed that the raw damage signals consistently peaked at minor-in positions, where the DNA minor groove faces inward toward the histone surface (Fig. 6A, for both lesion types, RPKM). However, when simulation-normalized, damage levels shifted to peak at minor-out positions, indicating higher relative damage accumulation where the minor groove faces outward (Fig. 6A, for both lesion types, simulation-normalized RPKM). This shift reflects that while TT dinucleotide content peaks at minor-in regions (Supplementary Fig. 10A), the excess of damage relative to sequence expectation is higher at minor-out positions, consistent with previous reports showing CPD formation preferentially on minor-out after correcting for sequence composition [25, 26, 56].

**Figure 6.**
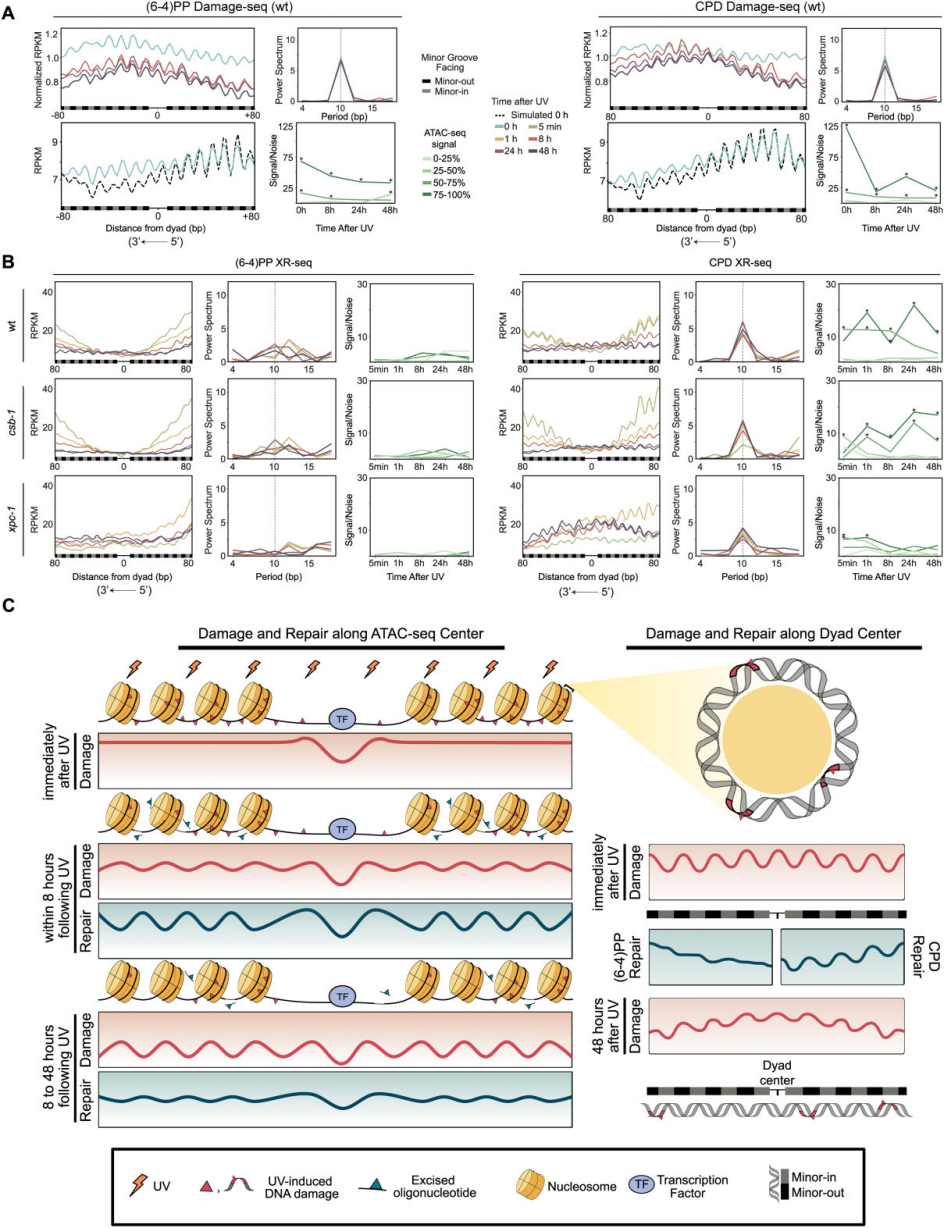
Periodicity of UV-induced damage and repair signals around nucleosome dyad centers. (**A**) Damage-seq signals and periodicity analysis for (6–4)PP (left group) and CPD (right group). Within each group, the top left panel shows simulation-normalized Damage-seq RPKM profiles at 0, 8, 24, and 48 h post-UV, while the bottom left panel shows Damage-seq and sequence-based simulated Damage-seq data at 0 h as RPKM values. Corresponding power spectrum (top, right) and SNR (bottom, right) plots quantify 10 bp periodicity in simulation-normalized Damage-seq signals across time points. (**B**) XR-seq signals are plotted as RPKM values for wt, *csb-1*, and *xpc-1* across 5 min, 1 h, 8 h, 24 h, and 48 h post-UV, with power spectrum and SNR plots quantifying 10 bp periodicity in XR-seq signals across time points for (6–4)PP (left) and CPD (right). Gray bars below each plot indicate minor-in positions, and black bars indicate minor-out positions. All panels span ± 80 bp from the dyad center. (**C**) Model illustrating the dynamics of damage formation and repair around nucleosomes and dyad centers. The left panel illustrates how UV-induced damage initially forms broadly across nucleosomes but develops periodic patterns over time as preferential repair of linker regions leaves remaining damage enriched on nucleosomes. The right panel zooms in on the nucleosome dyad, showing how DNA wrapping creates ∼10 bp periodicity in simulation-normalized damage distribution aligned with minor groove orientation. Although there is random repair of (6–4)PPs and periodic repair of CPDs, damage levels decrease overall over the time course, the damage periodicity remains persistent.

Importantly, the ∼10 bp periodicity was preserved across time points, even as overall damage levels declined, indicating a stable pattern driven by the minor groove orientation. Unlike the overall repair distribution, which showed a dip at the nucleosome dyad for both (6–4)PPs and CPDs in wild-type and *csb-1* strains, only CPD repair retained this ∼10 bp periodicity, while (6–4)PP repair did not (Fig. 6B). After normalizing to both simulation and damage formation/simulation (Supplementary Fig. 10B), this periodicity in CPD repair disappeared, demonstrating that the apparent repair pattern mirrors the highly periodic characteristic of damage formation rather than reflecting an intrinsic preference of the repair machinery for specific DNA orientations. Thus, CPD repair acts uniformly across the nucleosomal landscape, effectively balancing local variations in damage susceptibility [26].

## Discussion

Although nucleotide excision repair is conserved across eukaryotic organisms, the mechanisms of dual incision, kinetics of UV-induced photoproducts removal, and the involvement of TCR vary significantly among species [13–15, 65]. While *C. elegans* has been used to model human cancer mutational signatures [36, 66] and genetic diseases such as Cockayne syndrome [67], fully understanding its excision repair mechanism is crucial for accurate interpretation of the results. In mammalian cells, the primary excised oligonucleotides are typically 26–30 nt-long, but degrade rapidly, often being observed as shorter fragments bound by RPA with a median size of around 20 nt [4, 68]. Our study was performed on whole animals, and the results therefore reflect an aggregate of diverse cell types, with neurons and muscle cells comprising the majority. We found that in *C. elegans*, UV-induced photoproductss are excised with a median length of 24 nucleotides via dual incisions made 16 nt 5′ and 6 nt 3′ from the damage site. The excised oligonucleotides gradually degrade from 5′ without accumulating. The differences in dual incision sizes observed across species may reflect species-specific variations in oligonucleotide stability, the DNA unwinding bubble created by XPB and XPD helicase [69] or differences in incision sequence preferences of XPF [70].

Importantly, we discovered that (6–4)PPs are repaired by TCR to an extent comparable to CPDs in *C. elegans*. While yeast and plants show TCR of (6–4)PPs at a lesser extent compared to CPDs [15, 16], TCR-mediated repair of (6–4)PPs had not been demonstrated previously in wild-type animals, including human, fly, and lemur, prior to this study [13, 14, 71]. The slower removal rate of (6–4)PPs in *C. elegans* compared to humans might explain why (6–4)PPs are comparably repaired via TCR rather than global repair [35]. However, it remains unclear why (6–4)PPs are removed more slowly in *C. elegans* or, conversely, more rapidly in other organisms. To validate these findings, we attempted to conduct an *in vitro* excision assay using *C. elegans* nuclear extract and defined DNA substrates (data not shown). Despite testing multiple protocols, we did not observe detectable excision repair activity, possibly due to low levels of repair factors or elevated nuclease activity in the extracts [72, 73]. Further structural studies of global repair factors in *C. elegans* could elucidate determinants of repair efficiency.

Our slot blot analyses indicated that 50% of (6–4)PPs were repaired within 1 h, whereas 50% of CPDs were repaired in 2–4 h. Complete removal of (6–4)PPs occurred by 24 h, while CPDs took up to 36 h. These results differ from earlier findings showing similar repair kinetics for both photoproducts across *C. elegans* developmental stages [28]. Two factors likely contribute to this discrepancy: First, the earlier study used UVC radiation, whereas we used UVB. UV wavelength and dose significantly influence photoproduct formation; for UVB, the CPD/(6–4)PP ratio is about eight, whereas for UVC, it is approximately four [57, 58, 74]. Thus, our study had higher relative CPD formation, and we also used a low dose of UVB so that repair was not saturated. Second, differences in antibody sensitivity and specificity between studies may have impacted observed repair kinetics. Despite (6–4)PPs being repaired more rapidly than CPDs in our analysis, their repair rates remain much slower compared to human cells.

Our study included *csb-1*, a TCR-deficient strain, and *xpc-1*, a global repair-deficient strain to understand the contributions of both pathways to the repair of UV-induced photoproducts. We observed similar repair kinetics and genomic distribution of repair events in wild-type and *csb-1* L1 *C. elegans*, but repair in the *xpc-1* strain was severely compromised. This indicates that the contribution of TCR to the overall genomic repair is only minor, but TCR ensures that the highly transcribed genes are repaired early. Earlier studies on the involvement of global repair and TCR in the UV response across different developmental stages found that TCR is the main mechanism for UV resistance in the L1 stage [32]. Although these findings might seem contradictory to our studies, it is important to note that survival and repair are very different endpoints. While most of the damage is removed by global repair, the presence of intact TCR ensures that expressed genes continue to function, which is crucial for the survival and development of L1 stage *C. elegans*, consisting primarily of non-dividing somatic cells [75].

We have presented detailed time-course repair dynamics for the TSs and NTSs, revealing highly similar (6–4)PP and CPD repair patterns. Damage-seq demonstrated consistently lower TS damage at 8, 24, and 48 h post-UV, reflecting ongoing TCR activity even at later time points. Unlike in *Drosophila*, yeast, and human cells, we did not observe increased NTS repair over TS repair at late time points, possibly due to the high UV dose applied in our experiments [76]. Perhaps such strand-switching of repair would become apparent at even later times or with lower doses of UV. Repair distributions correlated strongly with transcriptional activity across all strains: TS repair in wild-type and *xpc-1* indicated TCR activity, whereas correlations observed on the NTS in wild-type and both strands in *csb-1* reflected accessibility and global repair efficiency. Intriguingly, over time, transcription negatively correlated with TS repair for (6–4)PPs in *csb-1*, supporting previous observations of transcriptional inhibition of repair via stalled RNAPII in the absence of CSB [59, 60]. Analysis of repair time-course strandedness highlighted global repair-dependent early repair upstream of TSS, consistent with promoter accessibility [61]. The highest TCR efficiency appeared around 1 h post-UV at the 5′ ends of genes on the one side of the peaks, possibly reflecting RNAPII release and re-initiation at promoters [62]. Despite documented antisense transcription upstream of promoters in *C. elegans*, we observed no preferential NTS repair upstream of TSS in *xpc-1* for both damages, consistent with our previous findings [14, 39, 61].

Previous studies have linked histone modifications to mutation distribution, implicating higher mutation rates in heterochromatin; however, correlations between histone modifications and damage formation have not been fully explored [77]. Leveraging *C. elegans*’ smaller genome and resulting deeper sequencing depth, our damage and repair profiles around ChIP-seq peaks (H3K4me1, H3K4me3, H3K36me3, and H3K27me3) revealed novel insights. Damage formation was particularly enriched at the 5′ side of peaks. Repair patterns, however, diverged from damage formation distributions. Wild-type and *csb-1* showed similar repair dynamics differing markedly from *xpc-1*, whose repair profile distinctly reflected active transcription-coupled repair. Regions marked by H3K4me1, H3K4me3, and H3K36me3 underwent earlier repair compared to genomic averages, whereas H3K27me3-marked regions demonstrated persistently lower repair efficiency and thus higher residual damage. Thus, our results demonstrated that chromatin context emerges as one of the key determinants of the excision repair in *C. elegans*. 

Multiple studies have shown that nucleosome positioning can inhibit nucleotide excision repair, reducing repair efficiency in nucleosome-wrapped DNA compared to more accessible linker regions [25, 78, 79]. By integrating accessible genomic regions, ATAC-seq peaks, with time-course damage and repair maps, we demonstrate that nucleotide excision repair in *C. elegans* indeed preferentially occurs in linker regions, while nucleosome-wrapped DNA exhibits slower and less efficient repair (Fig. 6C, left). In contrast, damage formation is initially uniform across nucleosomes, but a clear ∼160-bp periodicity emerges over time as preferential repair of linker DNA leads to the periodic removal of lesions. Relatively higher damage remaining in nucleosomes can contribute to elevated mutation rates, as shown in various studies reporting nucleosome periodicity in certain tumor types [56, 78-80]. Notably, skin melanoma exhibits increased somatic mutation density in nucleosome-wrapped DNA, which is consistent with our model. Importantly, both *csb-1* and *xpc-1* mutants displayed periodic repair profiles, indicating that nucleosome positioning constrains both global and transcription-coupled nucleotide excision repair pathways. Moreover, we have demonstrated this periodicity not only for CPD lesions but also for (6–4)PPs, indicating that impaired nucleosome repair in *C. elegans* is independent of the DNA damage type.

We have analyzed the dynamics of repair and damage across nucleosome dyad centers (Fig. 6C, right). Unlike the wider regions with periodic nucleosomes, within individual nucleosomes damage formation around the dyad center is not uniform. Although the TT-rich sequence context of minor grooves leads to higher levels of damage accumulation on the inward-facing side (minor-in) downstream of dyads, after sequence context normalization, we find that DNA facing outward (minor-out) accumulates elevated damage levels than expected, while minor-in DNA shows lower damage levels relative to its sequence potential, suggesting that the histone octamer may act as a physical barrier and DNA bending around the nucleosome could limit damage formation at inward-facing minor grooves, as proposed in a previous study [24-26]. For CPDs, we observed that repair profiles exhibited ∼10 bp periodicity when examined as raw RPKM values, mirroring the highly periodic distribution of damage around the nucleosome dyad center. When repair signals were normalized by both the sequence-based simulation and the actual damage levels, this periodicity disappeared, which suggests that the repair process itself does not have an intrinsic preference for minor-in or minor-out orientations but instead accumulates in proportion to the damage pattern, as also discussed for the yeast genome [24]. Notably, (6–4)PP repair does not show any periodicity around dyads with or without damage normalization, even though its damage profile remains highly periodic across time points. It is notable that, unlike CPD, the initial (6–4)PP repair profiles do not exhibit the periodicity characteristic of damage formation. The reason why there is such a difference between (6–4)PP and CPD might be due to the fact that their helix-distorting severance. (6–4)PP is more destabilizing than CPD, causing ∼44° bend in helix compared to mild distortion (∼9°) by CPD [17]. (6–4)PP formation with severe helix distortion might induce nucleosome repositioning, which might result in partial nucleosome unwrapping [81]. Such an unwrapping might cause nucleosome position shifts, which is the likely reason for the lack of damage-mirrored repair periodicity for (6–4)PP. For both (6–4)PP and CPD, we observed increasing repair signal intensity when moving away from the dyad center, which can be attributed to the easier access of repair proteins at nucleosome boundaries due to nucleosome “breathing” dynamics [26]. In this context, damage profiles at late time points inversely correlate with early repair profiles, showing higher remaining DNA lesions at the dyad center and lower levels at the flanks. In summary, we observed a periodic damage profile with a ∼10 bp spacing that corresponds to the orientation of the DNA minor groove which is in line with elevated UV-induced mutations at those sites [56].

Altogether, our work provides a high-resolution view of how chromatin context and transcription shape the landscape of UV-induced DNA damage and nucleotide excision repair in a multicellular animal. By integrating time-resolved maps of CPD and (6–4)PP damage and repair with chromatin accessibility and transcriptional features, we reveal that repair kinetics and the resulting persistence of DNA lesions are governed more by chromatin accessibility and repair activity than by damage formation itself. The prominent role of transcription-coupled repair in removing (6–4)PPs challenges long held assumptions about the efficient removal of this damage by global repair in animals. Furthermore, the observed link between repair periodicity and nucleosome organization underscores the influence of chromatin architecture on DNA damage and repair dynamics. Together, these findings advance our understanding of genome maintenance in metazoans and highlight the value of whole organism approaches for elucidating the spatial and temporal coordination of DNA repair.

## Supplementary Material

gkaf1080_Supplemental_File

## Data Availability

The data have been deposited in the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (NCBI) under accession numbers GSE280347, GSE280348, and GSE280349. All codes for bioinformatic analysis and figure generation are deposited in Github (CompGenomeLab/worm-UV-DR) and Zenodo (https://doi.org/10.5281/zenodo.17162181).

# Supplementary material for: Chromatin context shapes DNA damage formation and nucleotide excision repair dynamics in Caenorhabditis elegans
**Source:** Nucleic Acids Res. 2025 Nov 4;53(20):gkaf1080. doi: 10.1093/nar/gkaf1080
**Supplement:** gkaf1080_Supplemental_File

Supplementary Figures

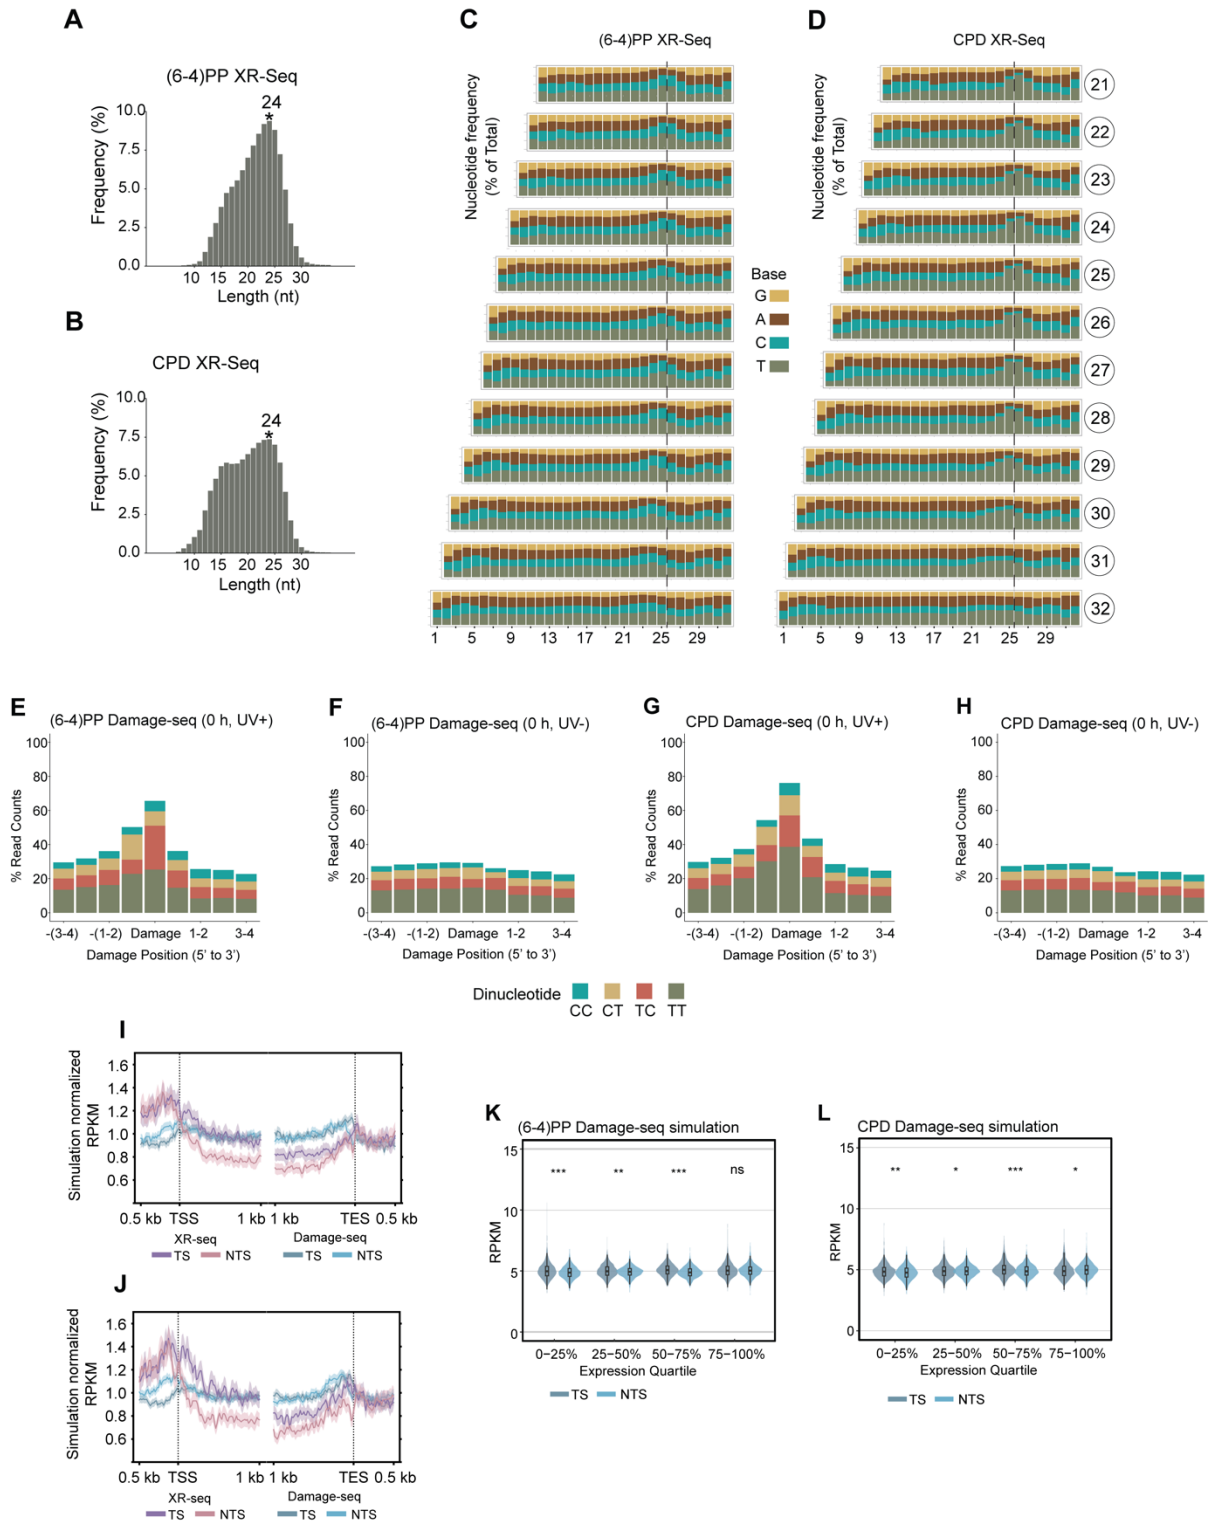

Supplementary Fig. 1: Characteristics of excised oligonucleotides and damage formation during nucleotide excision repair in *C. elegans*.

**A, B** Length distributions of excised oligonucleotides containing (6-4)PP (A) and CPD (B) from XR-seq data collected 1 h post-UV. **C, D** Nucleotide frequency profiles along 21–32 nt XR-seq reads for (6-4)PP (C) and CPD (D). **E, F** Dinucleotide distributions of (6-4)PP Damage-seq immediately post-UV (E) and mock-treated (F). **G, H** Dinucleotide distributions of CPD Damage-seq immediately post-UV (G) and mock-treated (H). **I, J** Simulation normalized Damage-seq and XR-seq data corresponding to main text Fig. 1f (I) and Fig. 1g (J), respectively. **K, L** Simulated Damage-seq data corresponding to main text Fig. 1i (K) and Fig. 1j (L), respectively.

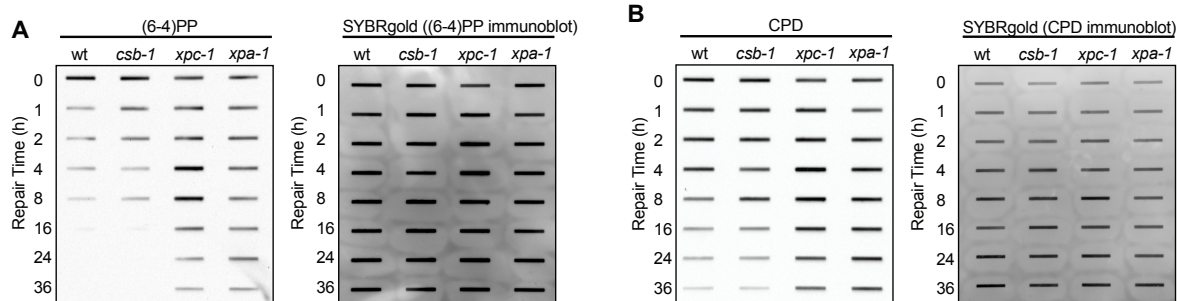

**Supplementary Fig. 2: Representative images from slot blot experiments used in Fig. 2. A** On the left, genomic DNA was isolated at the indicated time points after UV treatment and probed with an anti-(6-4)PP antibody. SYBRgold staining of slot blot membranes after (6-4)PP immunodetection in wild-type (wt), *csb-1*, *xpc-1*, and *xpa-1* across the indicated repair time points post-UV. **B** Same as in a, except the membranes were probed with an anti-CPD antibody.

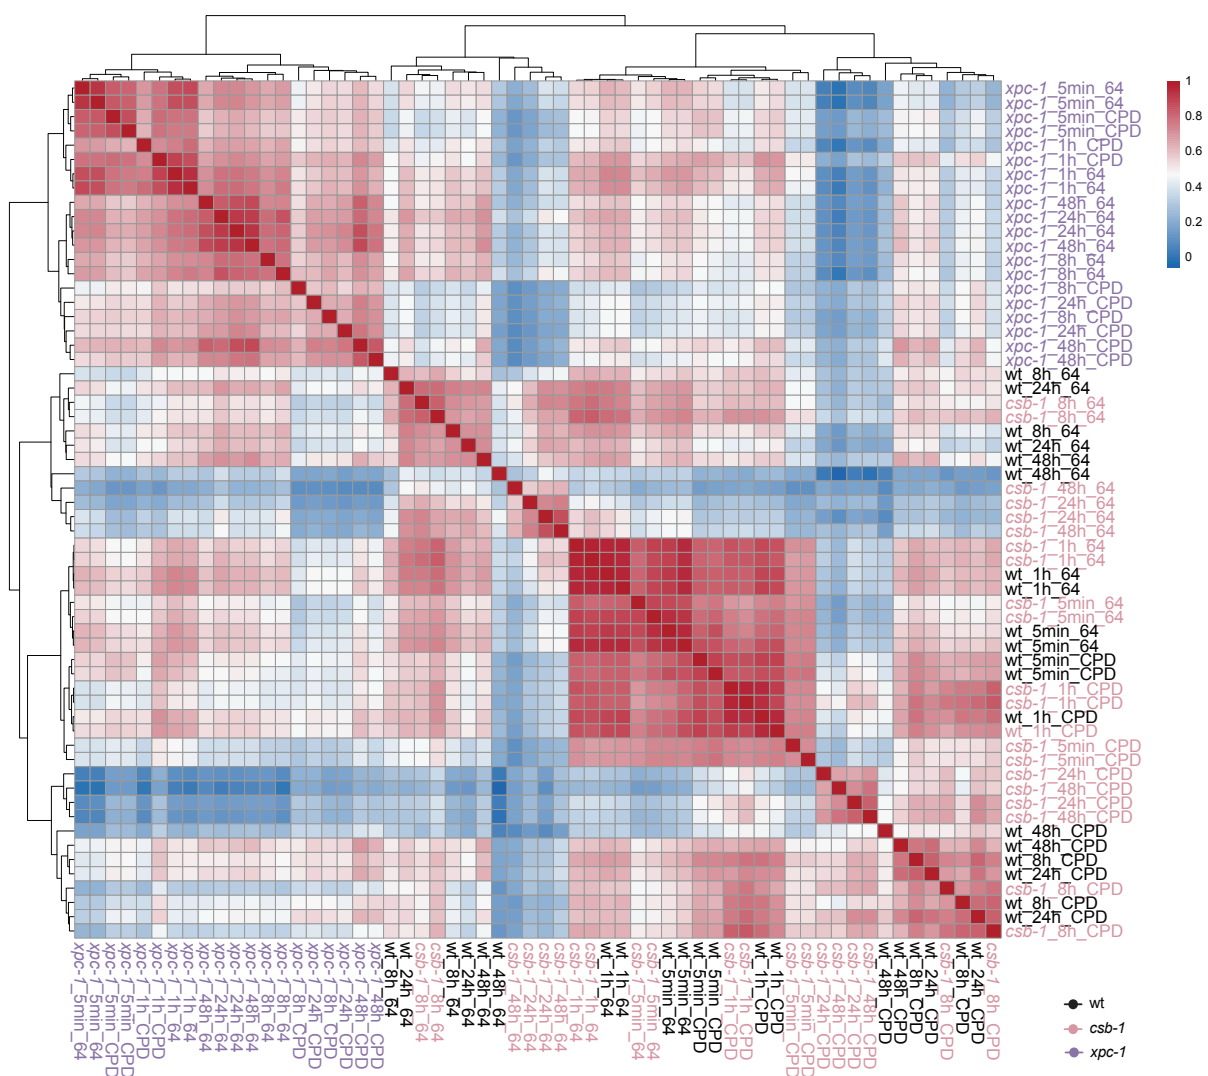

**Supplementary Fig. 3: Hierarchical clustering of genome-wide repair profiles across biological replicates corresponding to the merged datasets presented in Fig. 2E.** Heatmap illustrating pairwise Spearman correlations between XR-seq biological replicates from wild-type, *csb-1*, and *xpc-1*, calculated from RPM values across 2-kb genomic bins. Data are shown separately for each UV repair time point and damage type.

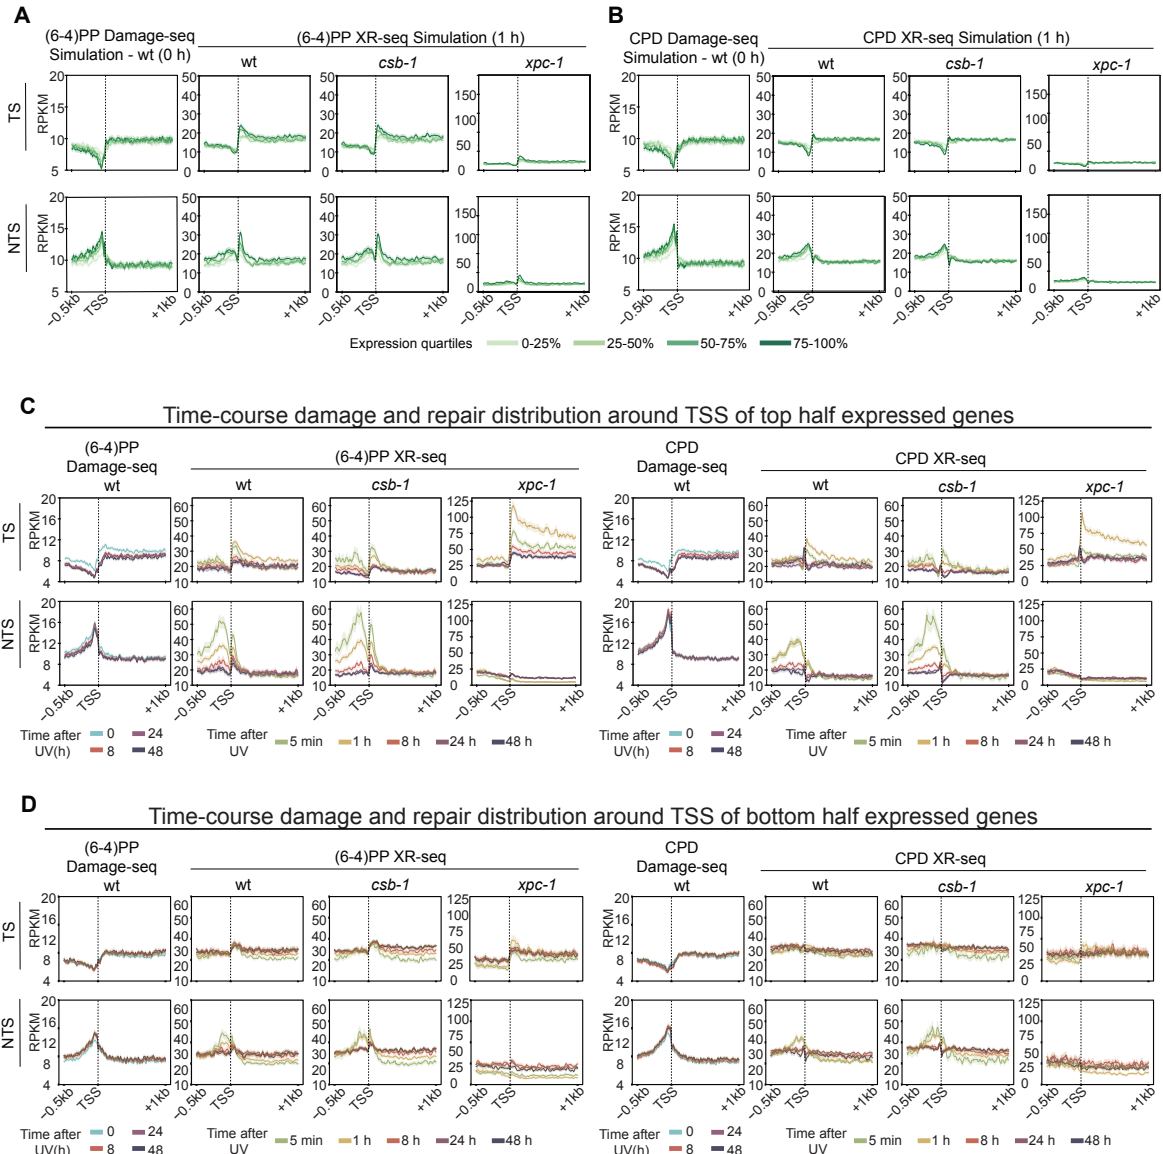

**Supplementary Fig. 4: Simulated damage formation across gene expression quartiles and time-course profiles of Damage-seq and XR-seq signal at lowly expressed genes. A, B** Simulated sequence-based predictions of (6-4)PP (A) and CPD (B) 0 h Damage-seq, and 1 h XR-seq data corresponding to the observed profiles shown in Fig. 3C–D. **C, D** Time-course line plots showing RPKM-normalized signal for (6-4)PP and CPD. Damage-seq signals are shown at 0 h, 8 h, 24 h, and 48 h post-UV; XR-seq signals are shown for wild-type (*wt*), *csb-1*, and *xpc-1* at 5 min, 1 h, 8 h, 24 h, and 48 h post-UV. Plots are centered on the transcription start sites (TSSs) of the top 50% (C) and bottom 50% (D) of expressed genes and span 500 bp upstream to 1 kb downstream. Signals are separated by transcribed strand (TS, top panels) and non-transcribed strand (NTS, bottom panels). Shaded areas represent 95% confidence intervals.

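Expressed genes that passed the length and spacing filter were also divided at the median of expression. In wild-type, the 1111 genes above it had a median of 31.6 TPM and the 1110 below it a median of 1.17 TPM. The dividing line lay near 9.49 TPM. In *csb-1* the medians were 29.5 and 0.996 TPM over 1106 genes on each side. In *xpc-1* they were 34.9 and 1.17 TPM over 1105 genes on each side.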

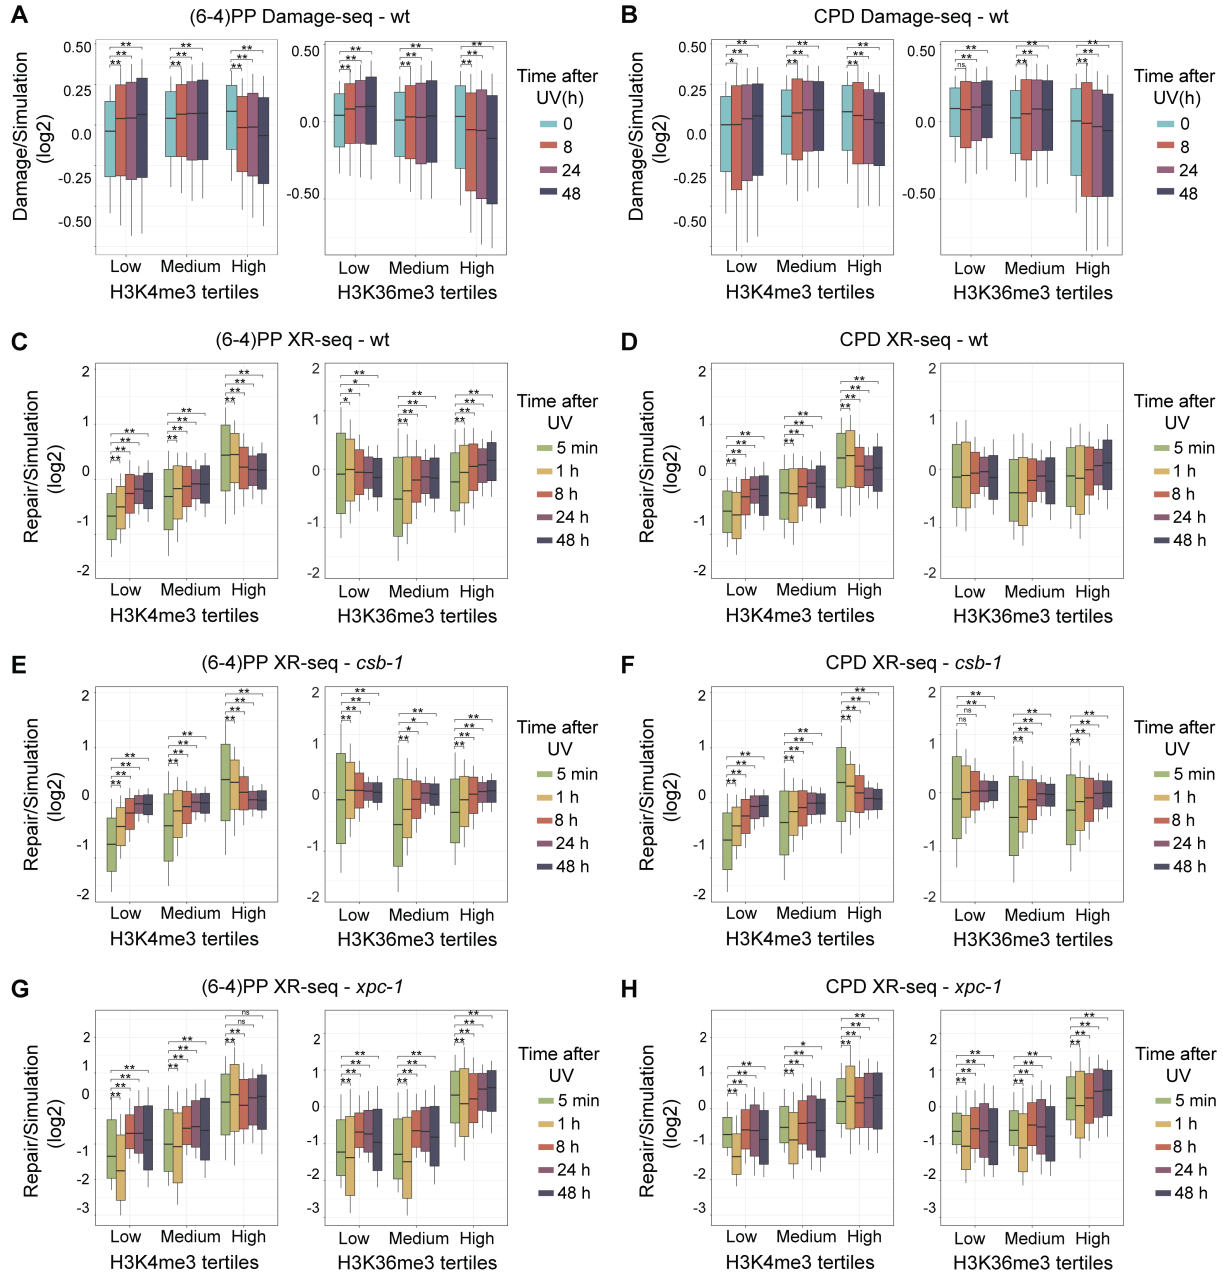

**Supplementary Fig. 5: Time-course DNA damage and repair signals stratified by H3K4me3 and H3K36me3 tertiles.** Boxplots show  $\log_2$ -normalized Damage-seq (A–B) and XR-seq (C–H) signals divided by simulation profiles, grouped by tertiles of H3K4me3 (left) or H3K36me3 (right) signal in 2 kb bins. Data are shown for wild-type (A–D), *csb-1* (E–F), and *xpc-1* (G–H). Time points correspond to 0–48 h after UV irradiation for Damage-seq (A–B) and 5 min–48 h for XR-seq (C–H). Significance was determined by paired Wilcoxon tests relative to 5 min (within time course); stars denote adjusted  $p$ -values (BH-corrected). ns, not significant ( $p \geq 0.05$ ); \*  $p < 0.05$ ; \*\*  $p < 0.01$ .

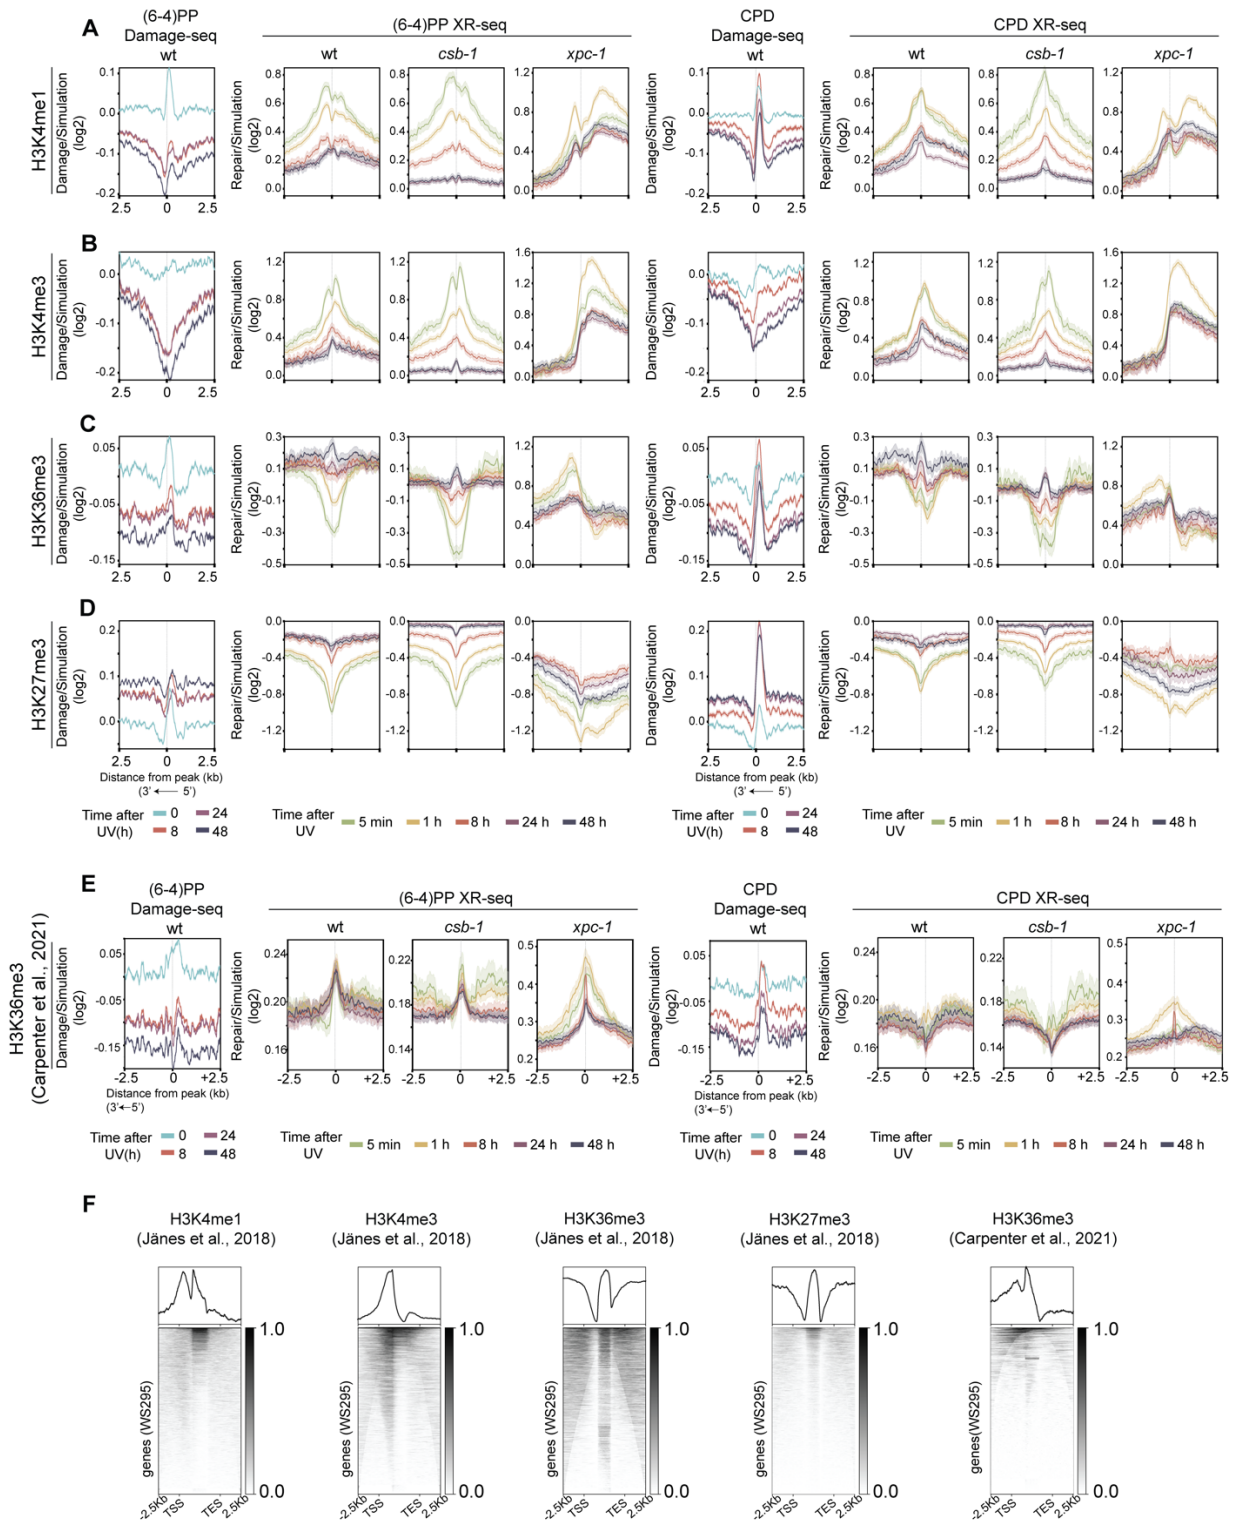

**Supplementary Fig. 6: Distribution of DNA damage and repair around histone modification peaks.** (A–D) Strand-specific line plots of  $\log_2(\text{real/simulation})$  ratios centered on the same peak sets ( $\pm 2.5$  kb). Left subpanels show wt Damage-seq (0, 8, 24, 48 h); right subpanels show XR-seq (wt, *csb-1*, *xpc-1*; 5 min, 1, 8, 24, 48 h). (A) H3K4me1, (B) H3K4me3, (C) H3K36me3, (D) H3K27me3. Shaded areas denote 95% CIs. See Methods (“Strand assignment and orientation”) for details. **E** Damage-seq

and XR-seq time-course data shown in panel (C) were replotted using H3K36me3 ChIP-seq peak centers from Carpenter et al. (2021) instead of Jänes et al. (2018), to assess how differences in ChIP-seq datasets influence apparent repair and damage distributions. **F** Distribution of ChIP-seq peaks from Jänes et al. (2018) and Carpenter et al. (2021), visualized as heatmaps and corresponding aggregate line plots. Genes were pseudo-scaled to 1 kb with  $\pm 2.5$  kb flanks. Heatmaps show peak density along gene bodies but do not reflect signal intensity.

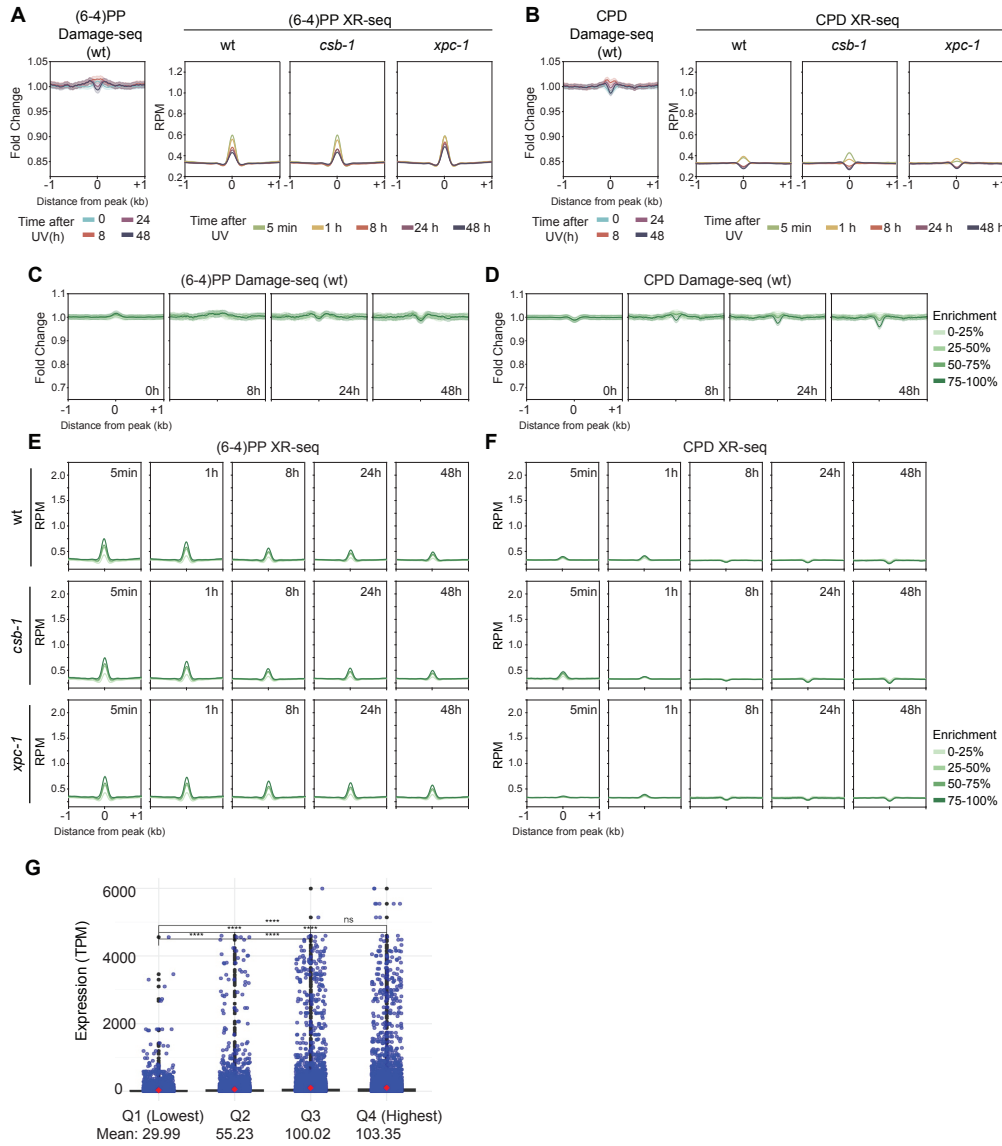

**Supplementary Fig. 7: Simulation of damage and repair distribution around ATAC-seq peaks. A** Line plots showing simulated Damage-seq (left panels) and XR-seq (right panels) signal for (6-4)PP and **(B)** CPD across ATAC-seq peak summits ( $\pm 1$  kb). Simulations of Damage-seq is for 0 h, 8 h, 24 h, and 48 h Damage-seq data; simulations of XR-seq is shown as RPM for wild-type (wt), *csb-1*, and *xpc-1* across 5 min, 1 h, 8 h, 24 h, and 48 h post-UV. **C** Simulated Damage-seq fold-change signal over time for (6-4)PP and **(D)** CPD, with ATAC-seq peaks stratified into four chromatin accessibility quartiles (0–25%, 25–50%, 50–75%, 75–100%; light to dark green). **E** Simulated XR-seq RPM signal over the same peak quartiles and time course for (6-4)PP and **(F)** CPD in wt, *csb-1*, and *xpc-1*. Shaded areas represent 95% confidence intervals. **G** Boxplot showing transcript per million (TPM) values for genes overlapping ATAC-seq peaks stratified into four quartiles. Each dot represents a gene, and red dots indicate the mean expression per quartile. Q1 includes the least accessible regions, while Q4 represents the most accessible. Mean TPM values are indicated below each quartile. Statistical comparisons between quartiles were performed using a two-sided Wilcoxon test; \*\*\*\* $p < 0.0001$ , ns = not significant.

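TPM divides the reads of a gene by its exon length and scales the result so that each library has the same total. A mean TPM over a set of genes is therefore drawn up by its most abundant members. In wild-type, the mean over the 25250 genes with a TPM above 0 was 39.6 and the median was 3.91. The 141 genes above 1000 TPM held 36.4% of the total. The accessibility peaks that define the quartiles were not analysed here.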

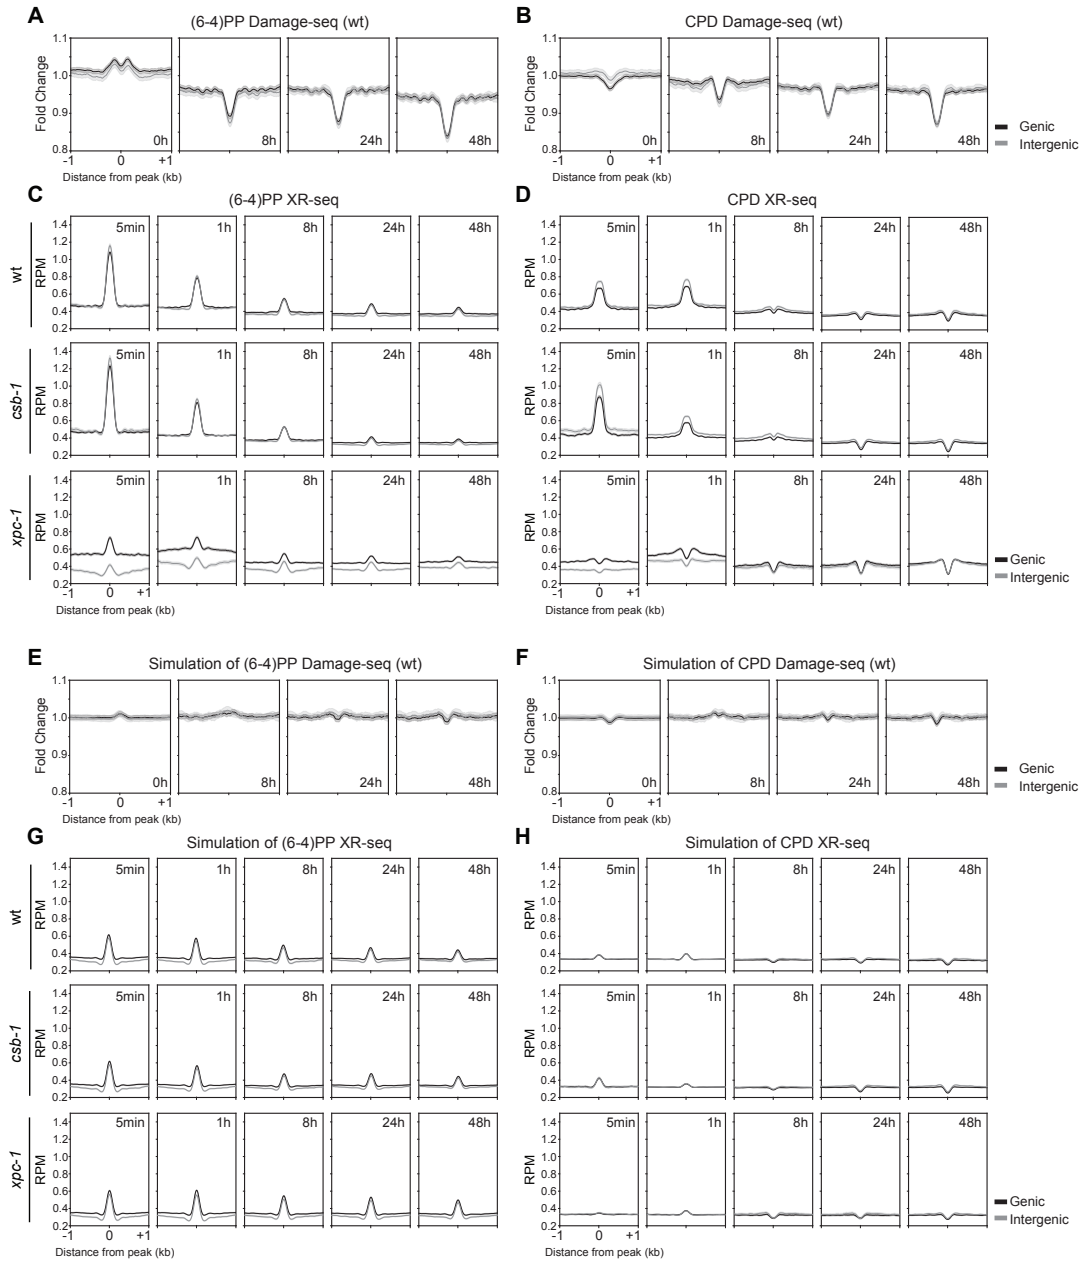

**Supplementary Fig. 8: Distribution of DNA damage and repair at genic and intergenic ATAC-seq peaks.** **A** Line plots show time-course Damage-seq signal for (6-4)PP and **(B)** CPD at ATAC-seq peak centers ( $\pm 1$  kb). Signals are normalized to both input and naked DNA and plotted as fold change. ATAC-seq peaks were categorized as either genic (black) or intergenic (grey) based on overlap with gene annotations. **C** XR-seq signal (reads per million, RPM) for (6-4)PP and **(D)** CPD is plotted for wild-type (wt), *csb-1*, and *xpc-1* across the same genic and intergenic peak sets and over the UV repair time course (5 min to 48 h). **E** Simulated Damage-seq signal for (6-4)PP and **(F)** CPD over the same peak sets and time points. **G** Simulated XR-seq signal for (6-4)PP and **(H)** CPD in wt, *csb-1*, and *xpc-1*, plotted as RPM across genic and intergenic peaks. Shaded regions represent 95% confidence intervals.

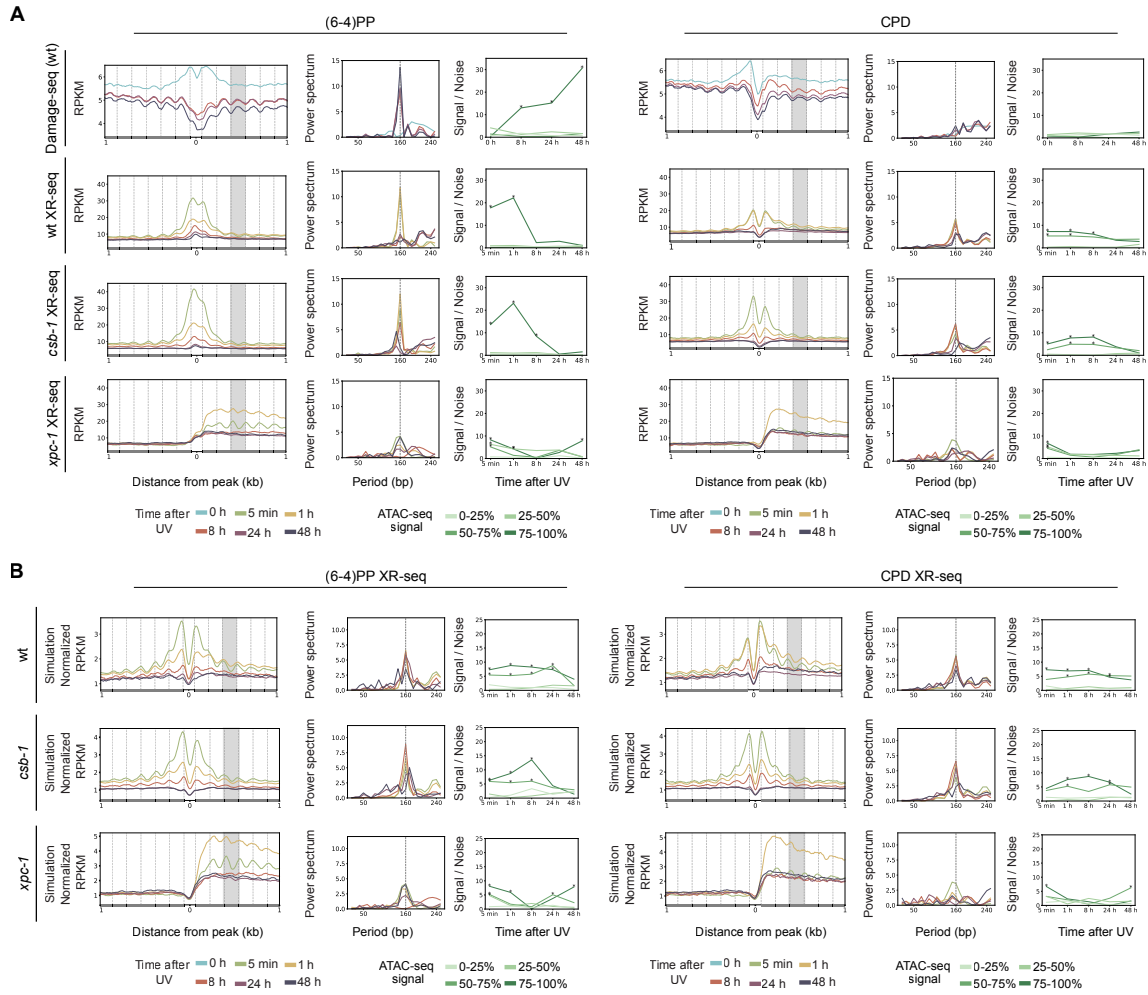

**Supplementary Fig. 9: A** Line plots of Damage-seq and XR-seq signals shown as raw RPKM values for (6-4)PP (left) and CPD (right), centered on the most accessible quartile of L1-stage ATAC-seq peaks across time points. Damage-seq signals are shown at 0 h, 8 h, 24 h, and 48 h post-UV, while XR-seq signals are shown for wt, *csb-1*, and *xpc-1* mutants at 5 min, 1 h, 8 h, 24 h, and 48 h post-UV. Power spectrum and signal-to-noise ratio (SNR) plots quantify 160 bp periodicity in observed Damage-seq and XR-seq signals across time points. **B** Simulation-normalized XR-seq signals for (6-4)PP (left) and CPD (right), plotted across the same time points and peak centers. Power spectrum and SNR plots quantify 160 bp periodicity in normalized signals. Gray bars below each plot indicate nucleosome-wrapped regions, and black bars indicate linker DNA positions. Highlighted areas show profiles at the third nucleosome position relative to ATAC-seq peak centers. All panels span  $\pm 1$  kb from the ATAC-seq peak center.

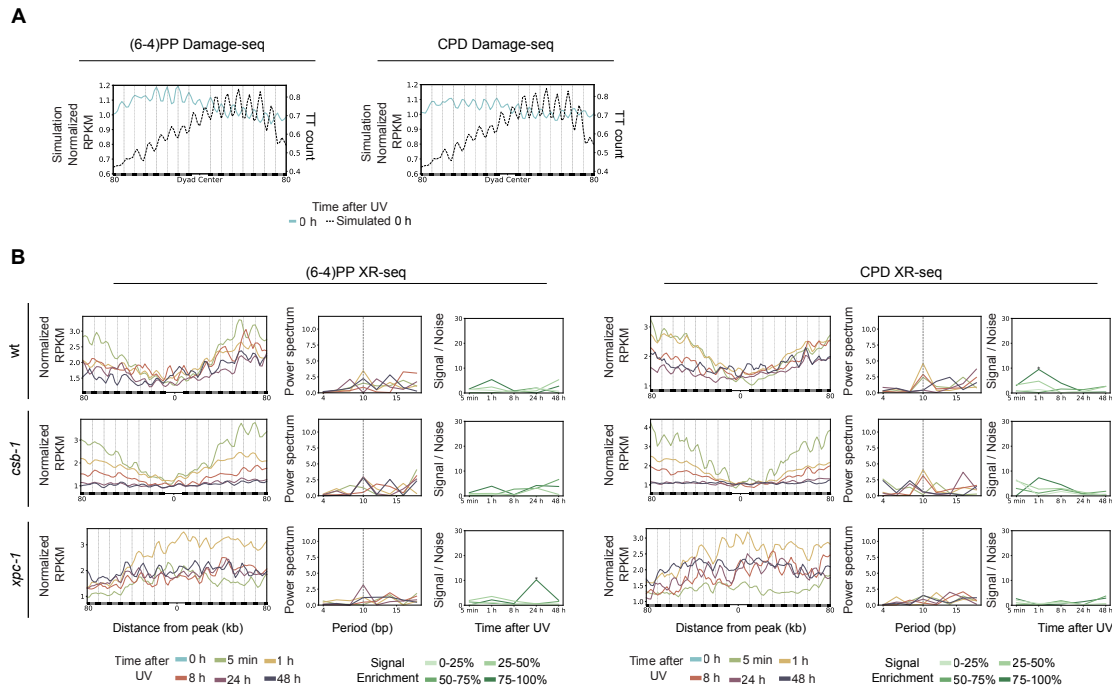

**Supplementary Figure 10: Periodicity of UV-induced simulation-normalized damage and repair signals, and simulation- and damage-normalized repair signals centered on dyad positions. **A**** Simulation-normalized Damage-seq signals for (6-4)PP (left) and CPD (right) at 0 h post-UV, centered on nucleosome dyad positions and plotted against TT dinucleotide counts to assess sequence context contributions to ~10 bp periodicity. **B** Damage- and simulation-normalized XR-seq signals for (6-4)PP (left) and CPD (right) across the same time points, with corresponding power spectrum and SNR plots quantifying 10 bp periodicity. Gray and black bars below each plot indicate minor-in and minor-out positions, respectively. All panels span  $\pm 80$  bp from the dyad center.

How the deposited data were processed for this re-analysis (not part of the article)

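RNA-seq counts of L1-stage wild-type, *csb-1* and *xpc-1* larvae, with 2 libraries per strain, were analysed. The Damage-seq, XR-seq, ATAC-seq, ChIP-seq, slot blot and excision assay data were not analysed here. The authors aligned reads with STAR, filtered them and counted them on genes with featureCounts 2.0.4, and the deposited unit is raw counts of reads per gene. The deposited tables also give each gene's summed exon length. Both mates of a pair were counted, so a count is not a count of independent molecules: among genes with counts of 1 to 20, between 62.6% and 76.3% of the counts were even. Of the 46904 gene identifiers, 44017 had a symbol in the names table and 46817 a gene type in the annotation of Ensembl release 115.

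Each library had between 41643033 and 48371365 reads on genes, with a median of 44483317. The 2 libraries of each strain were checked for repeated deposits of 1 library, and since none of these 3 pairs was alike within counting error, each library was used as 1 replicate; this check says nothing about the spread between replicates. TPM were computed from counts and exon length. Genes were tested with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of all 6 libraries, for the 18421 genes with at least 10 counts in at least 2 libraries, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. Gene families were tested with fry and, beside it, camera with an inter-gene correlation of 0.01. The text names each gene the paper names. It was also to name, for each mutant strain, the 3 highest and 3 lowest log2 fold changes among genes past the threshold with at least 10 CPM and both mutant libraries on the same side of both wild-type libraries, but no gene met this rule. The lists were 14 nucleotide excision repair genes, 7 starvation genes and 16 molting genes. The molting list was written after the *csb-1* libraries had been compared, and before the values of its genes were looked at. Calls within 2 Mb of each targeted gene were compared with the others by Fisher's exact test.

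The tests were tried on simulated counts drawn from the wild-type means, with 200 genes changed. Each was changed 4-fold, up or down, and was chosen among genes with high counts in wild-type. Smaller changes and genes with low counts were not tried, so the recovery says nothing about them. The fit of 6 libraries recovered 200 of 200 among 17733 genes tested and called 11 others, and the fit of 4 libraries recovered 199 of 200 among 17483 and called 8 others. These simulated libraries had the spread of the wild-type and *xpc-1* replicates, not that of the *csb-1* replicates.

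The alternatives were DESeq2, other normalizations and count filters, fits of 4 libraries, the replicate number as a block, a minimum of 2-fold, other gene sets, lengths and expression minimums for the quartiles, and leaving out each library. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used. GC content was not tested.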

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

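The test of the molting list was chosen before its result was seen, and the other tests here only after the result was seen.

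Ribosomal protein genes, which the paper does not discuss, took 23.4% of the reads in *csb-1* replicate 2, above the 10.8% and 11.0% of the wild-type libraries. The other *csb-1* library had 4.65%. The whole profile differed too: log2 ratios between the 2 *csb-1* libraries had an SD of 2.49, against 0.594 between the wild-type and 0.648 between the *xpc-1* libraries, and 10578 of 18421 genes differed by more than 2-fold, against 1591 and 1755. The tables argue against several technical explanations. A few abundant genes that take up counts shift all other genes together, which does not widen log2 ratios to an SD of 2.49. The log2 ratios had a correlation of 0.0190 with exon length across genes. Reads on rRNA genes were 1.03% of *csb-1* replicate 2, within the 0.144% to 1.86% of the other libraries. The headers held 1 combination of program version, options and annotation, so the counting settings did not differ between libraries. The *csb-1* libraries differed in depth by 5123824 reads, and the 4 pairs of libraries with a larger gap, all of different strains, had Spearman's correlations of 0.789 to 0.955, above the 0.745 of the *csb-1* libraries, which argues against depth. The *xpc-1* gene had 57.7 CPM or more in both *csb-1* libraries, above wild-type, which argues against a library of the *xpc-1* strain. Vitellogenin genes, in CPM scaled by library size only, summed to 1.03 in *csb-1* replicate 2 and to at least 7.59 in every other library. This argues against adults in *csb-1* replicate 2. The highest correlation of a *csb-1* library with a wild-type library was 0.911, below the 0.980 between the wild-type libraries, and every such correlation lay above the 0.745 between the *csb-1* libraries. This argues against a wild-type library labelled *csb-1* as the whole cause, although the *csb-1* gene had 17.5 CPM in replicate 1, near wild-type, and counts over a whole gene do not resolve a partial deletion.

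Some explanations stay open. The 7 starvation genes stood at percentile 71.0 of 10000 random lists matched on expression, and their members went both ways, so this list decides nothing. A candidate explanation is that the 2 libraries were taken at different points of the molting cycle. The 16 molting genes had a median log2 ratio of 6.77 in replicate 1 over replicate 2, with 14 of 16 higher, and lay above all 10000 random lists. This compares 2 libraries, not conditions. The list was written after the cuticle genes *sqt-3* and *dpy-17* had been seen among the most abundant genes of replicate 1 (neither is in the list). Any group of genes that moves together could also lie above such random lists, whatever the cause. The molting cycle is therefore a hypothesis. The labels give no stage or time for single libraries, and no biological explanation that the design names was tested.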

How the results depend on the processing

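The alternatives were chosen before the data were examined, except the 2 pairs of quartile settings with a minimum of 1 TPM, the halved counts and the fit of 4 libraries in the test of calls near targeted genes, which were chosen after seeing the data.

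The counts of called genes were 0 in all 3 comparisons with 6 libraries. They stayed 0 with upper-quartile factors, library size only, no filter, at least 10 counts in every library and halved counts. A minimum of 2-fold can only remove calls, so with it the counts had to stay 0. With DESeq2 they were 512 for *csb-1* against wild-type, 15 for *xpc-1* against wild-type and 179 for *xpc-1* against *csb-1*; the cause was not tested. Of the 512, 101 were higher and 411 lower. With only the 4 libraries compared they were 0, 6653 and 0. With the replicate block they were 0, 0 and 0, while 846, 133 and 392 genes had an unadjusted p under 0.05. The replicate numbers do not pair the libraries: differences between replicates 1 and 2 had correlations across genes of -9.21e-05 for wild-type with *csb-1*, 0.126 for wild-type with *xpc-1* and 0.0169 for *csb-1* with *xpc-1*. DESeq2 called 1 nucleotide excision repair gene in *xpc-1*, *xpc-1* itself, with a log2 fold change of -1.18 (adjusted p = 0.0294). The correlation of the *csb-1* and *xpc-1* log2 fold changes fell to 0.110 in both ways of giving each strain its own wild-type library. The control is then no longer shared, but each strain is also compared with 1 wild-type library in place of 2. The measure changed as well, from edgeR's fitted log2 fold changes to differences of mean log2 CPM. No test separated these causes of the fall.

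Genes per quartile, in the order wild-type, *csb-1* and *xpc-1*, were 1467.75, 1459 and 1459.75 with no overlap in place of spacing, 2553.25, 2537.5 and 2543.25 with no spacing, 6312.5, 5964 and 6119.25 with all genes, 880.25, 875.75 and 878.25 with protein-coding genes and neighbours only, and 1353.25, 1344.75 and 1346.75 with neighbours on the same strand. With a minimum of 1 TPM as well they were 1177.5, 1152.5 and 1169.5 with no overlap, and 1107.5, 1081.25 and 1095.25 on the same strand. These sets differ in the genes they admit. The gene set held 5505 genes with neighbours on the same strand, 3584 with protein-coding genes only and 5993 with no overlap.

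The share of the wild-type highest quartile found in *csb-1* was 84.4% with no overlap, 84.7% with no spacing, 85.8% with all genes, 80.0% with TPM above 0 in both libraries, 80.0% with a minimum of 1 TPM, 84.5% with summed counts, 85.8% with gene length from start to end, and 83.0% and 80.9% in the 2 added settings. For *xpc-1* it was 85.5% with no overlap, 88.2% with all genes, 84.9% with TPM above 0 in both libraries, 82.4% with a minimum of 1 TPM, 88.5% with gene length from start to end, and 85.1% and 83.7% in the added settings. With 1 library left out it ran from 74.6% to 84.8% for *csb-1* and from 84.3% to 87.4% for *xpc-1*. The cause was not tested. With gene length from start to end, *rsp-2* was 19.4 times and *rsp-1* 11.6 times as high as *W02B12.1*, and in CPM *rsp-1* was 11.7 times as high; CPM does not divide by length.

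The log2 fold change of *W02B12.1* in *csb-1* ran from -0.29 without *csb-1* replicate 2 to 2.28 without replicate 1. That of *xpa-1*, 0.06 in *csb-1* and -0.05 in *xpc-1*, changed sign: in *csb-1* it was -0.015 with upper-quartile factors, -0.14 with library size only, -0.11 without wild-type replicate 2 and -0.10 without *csb-1* replicate 1, and in *xpc-1* it was 0.16 without wild-type replicate 1 and 0.02 without *xpc-1* replicate 2. With 1 library left out it ran from -0.11 to 0.25 in *csb-1* and from -0.20 to 0.16 in *xpc-1*. The median of the ribosomal protein genes in *csb-1* was 0.19, and -0.068 with library size only. With TMM, the median of the ribosomal protein genes lay 0.31 above that of all genes on the same scale. By edgeR's fitted log2 fold changes, which are another measure, the median of all genes in *csb-1* was 0.14 with TMM. It was -0.10 with library size only. Among the other values of genes and families, 20 more changed, with 12 past the threshold that were not before and 8 moved. Past the threshold with camera were the vitellogenin, collagen, ribosomal protein and hsp-16 genes in *csb-1* and the histone and ribosomal protein genes in *xpc-1*. None of these was called under fry with TMM, and the collagen genes in *csb-1* were called under fry with library size only (limma, adjusted p = 0.0182). The replicate block called no family.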

Differences from the paper's values

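The paper gives 1156 genes per expression quartile in *csb-1* and 1161 in *xpc-1*. These sizes add up to 4624 and 4644 genes over 4 quartiles, more than the 2142 genes of the length and spacing filter, which the paper gives for its average repair profiles. For the quartiles its methods name only the exclusion of genes with no expression. Under the length and spacing filter, which was used here for the quartiles, the values were 553 and 552.5, so the sets of genes are not the same. Of the alternatives set before the data were examined, 3 came within 1.5 times the paper's values in both strains. Without spacing but with no overlap between genes they were 1459 and 1459.75, with neighbours on the same strand only 1344.75 and 1346.75, and with protein-coding genes and neighbours only 875.75 and 878.25. The other gene sets, expression minimums and lengths, summed counts and leaving out a library did not. A pair of settings chosen after seeing the values came closer: a minimum of 1 TPM gave 1152.5 and 1169.5 with no overlap, and 1081.25 and 1095.25 with neighbours on the same strand. The paper has the fewest genes per quartile in wild-type, whereas wild-type had the most here.

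The paper describes *W02B12.1* as lowly expressed. Here it was the lowest of the 3 genes, but stood at percentile 67.1 of the genes expressed in wild-type and at 56.8 of the expressed protein-coding genes.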

Other observations

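In the first paragraph the test with replaced libraries, and in the second the test of the molting list, were chosen before their results were seen. The other tests of an explanation in those paragraphs were chosen only after the result was seen.

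The paper reports no test of differential expression. With all 6 libraries in 1 fit, edgeR's quasi-likelihood test called 0 genes for *csb-1* against wild-type, 0 for *xpc-1* against wild-type and 0 for *xpc-1* against *csb-1*, while 1210, 267 and 656 genes had an unadjusted p under 0.05. With only the 4 wild-type and *xpc-1* libraries, 6653 genes were called, 3591 higher and 3062 lower in *xpc-1*. The biological coefficient of variation was 0.617 with 6 libraries and 0.145 with these 4. When the *csb-1* libraries were replaced by simulated unchanged libraries with the spread of the other strains, the fit of 6 libraries called 6621 genes, of which 6400 were also called with 4 libraries. The spread between the *csb-1* libraries, which enters the shared estimate, is therefore consistent with the 0 genes called with 6.

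The 6653 genes as a set cannot be put down to the *xpc-1* genotype from these libraries. Across 18421 genes, the difference of *xpc-1* from wild-type had a correlation of r = 0.595 with the difference of *csb-1* replicate 1 from replicate 2, and these share no library. Genes are not independent replicates. The same measure between the wild-type and the *xpc-1* replicate differences was 0.126. The sign was the same in both differences for 75.6% of all 18421 genes, and for 91.8% of the 6653 genes, which were selected for a clear difference of *xpc-1* from wild-type. Trends with exon length and with mean expression could give a correlation of at most 0.00108 and 0.00795, and a few abundant genes shift the others together, which gives none. The 2 *csb-1* libraries have 1 genotype by their labels, so variation that is not the genotype may run through both differences. A candidate source is the molting cycle. The 16 molting genes had a median log2 ratio of 0.83 in *xpc-1* over wild-type, 13 of 16 higher, above all 10000 random lists. These lists were matched on expression only, so any group of genes that moves together could exceed them. With r = 0.595 between the 2 differences, this result is also not independent of that between the *csb-1* replicates. An effect of the *xpc-1* genotype on growth stays open and was not tested.

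The log2 fold changes of *csb-1* and *xpc-1* against the same wild-type libraries had r = 0.363 across genes. Simulated unchanged groups against those controls gave 0.495 on average (0.476 to 0.512 over 20 draws) when all strains had 1 shared spread. With the spread of each strain's own replicates, a simulation chosen after seeing the data, they gave 0.141 (0.113 to 0.158 over 20 draws). The observed value lies below the first and above the second. With a different wild-type library for each strain the observed value was 0.110 in both ways. That value was computed from differences of mean log2 CPM, not from edgeR's fitted log2 fold changes, so it is not like for like. Genes were simulated independently, so the ranges do not cover variation that genes share, and whether the strains share a change was not settled.

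Of the 14 nucleotide excision repair genes, 0 were called in either mutant over all genes tested by edgeR. Adjusted over the list alone, 1 was called in *xpc-1* against wild-type, *xpc-1* itself (edgeR, Benjamini-Hochberg adjusted p = 0.0484), and 0 in *csb-1*. With only the 4 wild-type and *xpc-1* libraries, edgeR called 5 of the 14 over all genes tested: *xpc-1* lower (adjusted p = 0.000105) and *csb-1*, *rad-23*, *rpa-1* and *rpa-2* higher (adjusted p = 0.0201, 0.0142, 0.000554 and 0.00495 by edgeR). Of these, *xpc-1* and *rad-23* went against the difference between the *csb-1* replicates: *xpc-1* had 73.0 CPM in replicate 1 and 57.7 CPM in replicate 2, and *rad-23* 148 and 155 CPM. The other 3 went with it. The log2 fold changes in *csb-1* were highest for *rpa-1* at 0.67, *xpc-1* at 0.64 and *xpd-1* at 0.63, with adjusted p over the list alone of 0.309, 0.271 and 0.271 by edgeR. Their order depended on the library. In *csb-1* replicates 1 and 2, *rpa-1* had 202 and 119 CPM, against 98.2 and 103 CPM in wild-type. *xpd-1* had 40.3 and 47.0 CPM in *csb-1*, against 29.3 and 27.0 CPM in wild-type.

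Under fry, 0 of the 12 tests of gene families passed the threshold. Collagen genes had the lowest p in *csb-1* (adjusted p = 0.0557 by limma's fry), with a median log2 fold change of -0.89 and 22 of 138 genes higher, and passed it with library size only (adjusted p = 0.0182 by limma's fry). camera called 5 families that fry did not, in 6 tests, as given with the processing alternatives. In CPM scaled by library size only, without TMM factors, the hsp-16 genes summed to 3398 and 2645 in wild-type and 4496 and 3812 in *xpc-1*. They summed to 1634 in *csb-1* replicate 1 and 17.3 in *csb-1* replicate 2.

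With 0 genes called, the test of calls near the targeted genes says nothing. Among the genes called with 4 libraries, a setting chosen for this test after seeing the data, 33.4% of those within 2 Mb of *xpc-1* and 37.2% of the others were called (Fisher's exact test, two-sided, p = 0.0600). Within 5 Mb the shares were 33.9% and 37.3% (Fisher's exact test, p = 0.0255), and on all of chromosome IV they were 35.8% and 37.4% (Fisher's exact test, p = 0.110). Calls were fewer near *xpc-1* in all 3 regions. Genes are not independent replicates, and these p were not adjusted for the 3 regions.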
